# Transcriptome analysis-identified long noncoding RNA CRNDE in maintaining endothelial cell proliferation, migration, and tube formation

**DOI:** 10.1038/s41598-019-56030-9

**Published:** 2019-12-20

**Authors:** Matthew Moran, Xiao Cheng, Mohamed Sham Shihabudeen Haider Ali, Nishikant Wase, Nghi Nguyen, Weilong Yang, Chi Zhang, Concetta DiRusso, Xinghui Sun

**Keywords:** Cell biology, Long non-coding RNAs

## Abstract

Obesity is a leading risk factor for type-2 diabetes. Diabetes often leads to the dysregulation of angiogenesis, although the mechanism is not fully understood. Previously, long noncoding RNAs (lncRNAs) have been found to modulate angiogenesis. In this study, we asked how the expression levels of lncRNAs change in endothelial cells in response to excessive palmitic acid treatment, an obesity-like condition. Bioinformatics analysis revealed that 305 protein-coding transcripts were upregulated and 70 were downregulated, while 64 lncRNAs were upregulated and 46 were downregulated. Gene ontology and pathway analysis identified endoplasmic reticulum stress, HIF-1 signaling, and Toll-like receptor signaling as enriched after palmitic acid treatment. Moreover, we newly report enrichment of AGE-RAGE signaling pathway in diabetic complications, IL-17 signaling, and cysteine and methionine metabolism by palmitic acid. One lncRNA, Colorectal Neoplasia Differentially Expressed (CRNDE), was selected for further investigation. Palmitic acid induces CRNDE expression by 1.9-fold. We observed that CRNDE knockdown decreases endothelial cell proliferation, migration, and capillary tube formation. These decreases are synergistic under palmitic acid stress. These data demonstrated that lncRNA CRNDE is a regulator of endothelial cell proliferation, migration, and tube formation in response to palmitic acid, and a potential target for therapies treating the complications of obesity-induced diabetes.

## Introduction

Diabetes and obesity have become major health problems throughout the world. As of 2017, approximately 24,710,000 people in the United States had diabetes, with an estimated economic impact of $327 billion^1^. One of the major processes dysregulated in diabetes is angiogenesis, i.e., the formation of new capillaries from existing ones^2^. One of the major components of angiogenesis is endothelial cells. Endothelial cells line the inner walls of the blood vessels and form a barrier between the blood and tissues. Angiogenesis begins when endothelial cells receive pro-angiogenic signals from hypoxic or injured tissues^3^. In response, endothelial cells migrate through the tissue following the gradient of angiogenic signals from both sides, proliferating to create a new vessel, until they fuse and form a new capillary^2^. A complete picture, however, has yet to be developed of how endothelial cells function and how they are regulated in obesity that lead to endothelial dysfunction, especially regarding the role of lncRNAs.

LncRNAs are defined as RNA molecules that are longer than 200 nucleotides and do not code for protein. They have been shown to affect numerous processes, such as development and tumorogenesis^4^. LncRNAs, such as metastasis associated lung adenocarcinoma transcript 1 (MALAT1), MANTIS, myocardial infarction associated transcript (MIAT) and antisense non-coding RNA in the INK4 locus (ANRIL)^5–8^, have been found to regulate angiogenesis by adopting a variety of roles. Knockdown of the lncRNA MALAT1 causes dysregulated proliferation of endothelial cells and inhibition of recovery from hindlimb ischemia^6^. MANTIS is a lncRNA found to be required for transcription of angiogenesis genes, such as SOX18 and SMAD66^5^. MIAT promotes angiogenesis by acting as a competing endogenous RNA to miR-150-5p^8^, and ANRIL inhibits angiogenesis through binding to the Polycomb Repressor Complex 2^7^.

Obesity is a leading risk factor for type 2 diabetes, and it is associated with increasing levels of circulating free fatty acids, especially palmitic acid^9,10^. Thus, palmitic acid is often used as an inducer *in vitro* to mimic obesogenic conditions present *in vivo*. Palmitic acid can cause endothelial dysfunction by interfering with normal signaling pathways. For example, it impairs insulin signaling, eNOS activity, and nitric oxide production by inducing the activation of IκB-kinase β^11^ or promoting PTEN activity^12^. It induces superoxide production through NADPH oxidase^13^, which is mediated by Toll-like receptor 4^14^. Recently, it was reported that palmitic acid treatment can activate the Stimulator of Interferon Genes (STING) by inducing mitochondrial damage and leakage of mitochondrial DNA into the cytosol^15^. Despite these exciting studies, the transcriptome regulated by palmitic acid in endothelial cells and the role of lncRNAs in regulating endothelial response to palmitic acid are not completely understood. In this study, an understanding of the transcriptome was acquired through RNA-seq and a highly expressed lncRNA, CRNDE, was selected for further study to determine its effects on angiogenesis. It is observed that palmitic acid upregulates genes involved in stress response and reduces angiogenic function. Also, knockdown of the lncRNA CRNDE inhibits angiogenic potential in endothelial cells.

## Results

### Analysis of HUVEC transcriptome

To determine the effect that palmitic acid has on endothelial transcriptome, RNA-seq was performed. Human umbilical vein endothelial cells (HUVECs) were treated with 100 μM palmitic acid and RNA sequencing was performed. 

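HUVECs are primary endothelial cells from the vein of the umbilical cord, and the methods state that they came from pooled donors and that 3 different lots were used for the experiments. For the RNA sequencing, cells were kept for 8 h with 100 µM palmitic acid bound to BSA or with BSA alone, and 3 libraries were sequenced per condition. Depleted of rRNA, the RNA was read on a HiSeq instrument, and the authors mapped the reads with Tophat2 to GRCh38 with the genes of Ensembl release 82. The authors' deposited table holds 56909 gene entries, under 56820 gene identifiers, and 92 spike-in sequences, with CPM (the reads of a gene scaled to the library's total) and FPKM for each library and the authors' edgeR comparison. The CPM values were whole multiples of 1 read in every library, so that the number of reads behind each value was recovered from them. A floor of 3 reads corresponded to a CPM of 0.0367 in the deepest library and 0.0551 in the shallowest. Spike-in sequences took between 328 and 523 reads per library and were left out of the comparisons. CPM values were compared on the scale of log2(CPM + 1) with limma (moderated test with a mean-variance trend, two-sided) over the 23171 genes with a mean CPM above 0.1 in at least 1 condition. On this scale the pseudocount of 1 brings log2 fold changes closer to 0, most of all those of genes with a CPM near or under 1. Libraries with the same replicate number deviated together from the means of their conditions, with correlations across 14580 genes of 0.717, 0.353 and 0.624 for numbers 1, 2 and 3, and genes are not independent replicates. Control replicate 2 was as close to palmitic acid replicate 3 (0.353), control replicate 3 and palmitic acid replicate 2 had 0.179, and number 1 against the others had correlations from -0.655 to -0.336. A fit with the replicate number as a block was therefore run beside the fit without it. Between replicates of a condition the squared differences were 17.1 to 77.8 times those of sampling noise alone, as a chi-squared statistic per degree of freedom.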

After alignment and differential expression analysis, according to the process outlined in Fig. 1A, principal component analysis of the clusters was performed, and the palmitic acid treatment and control (fatty acid-free BSA) clustered as expected (Supplementary Fig. 1A). 

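In a principal component analysis of the 500 genes with the largest variance (log2 CPM with TMM factors and a prior count of 2), the first component held 42.9% of the variance. This component parted both libraries of replicate 1 from those of replicates 2 and 3. The second component held 21.3% of the variance and parted the 3 palmitic acid libraries from the 3 control libraries. With log2(CPM + 1) in place of these values, which moved the share most, the second component held 30.5%.

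**Figure D1:**
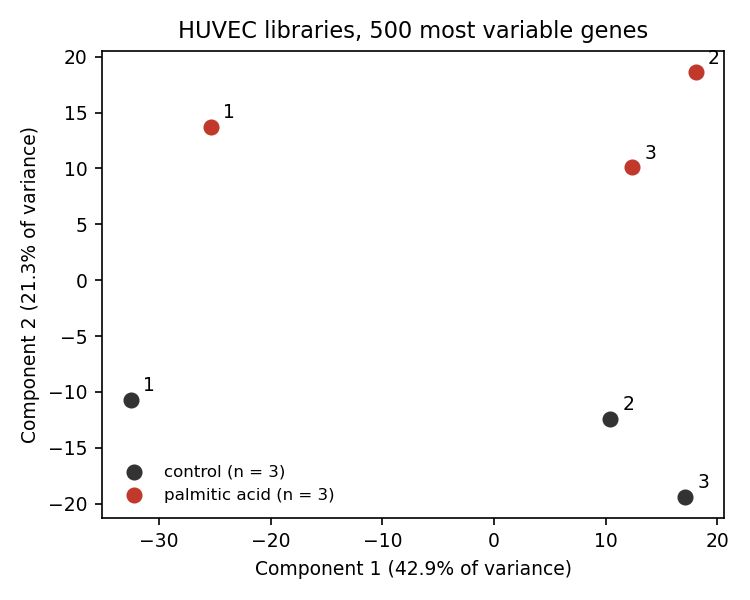
Scores of the 6 libraries on the first component (x axis, 42.9% of the variance) and the second (y axis, 21.3% of the variance), without units. Points are libraries, with the replicate number beside each, black for control and red for palmitic acid; replicate 1 lies to the left and palmitic acid at the top.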

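Of the 33889 genes of the main classes that had at least 1 read in some library, 15726 were protein-coding (46.4%) and 8784 were lncRNA (25.9%). Pseudogenes made up 19.9% of these genes. Counting each gene once says nothing of abundance, and between 76.1% and 78.5% of the reads of a library fell on protein-coding genes. Intergenic lncRNAs took between 0.973% and 1.10% of the reads. Requiring a mean CPM above 0.1 in 1 condition moved the shares most, to 59.1% for protein-coding genes and 22.6% for lncRNA.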

35.5% of transcripts analyzed are mRNA and 27.4% are lncRNA (Fig. 1B). There were between 60 million and 80 million reads mapped for the samples (Supplementary Table 1). 

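The reads counted on genes and spike-in sequences numbered 59901731, 64928718 and 54476038 in control replicates 1, 2 and 3, and 81791207, 60090828 and 76261287 in palmitic acid replicates 1, 2 and 3. The medians were 59901731 in control and 76261287 in palmitic acid. The RNA of the signal recognition particle, a short and abundant noncoding RNA, took between 11.2% and 15.0% of the reads of each library. The 20 most abundant genes together took between 18.2% and 21.1% of the reads in control and between 20.3% and 21.3% in palmitic acid.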

An mRNA was considered as expressed if the average counts per million (CPM) in one condition (control or PA) was greater than 1. 

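Among the 8784 lncRNA genes with reads, 3692 were annotated as intergenic (lincRNA), which is 42.0%. Antisense genes numbered 4255 (48.4%) and sense intronic genes 697. With the CPM filter for lncRNAs the intergenic share was 31.5%, and over all lncRNA genes listed, with or without reads, it was 53.6%.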

Of the 27.4% mapped as lncRNA, 53.6% was intergenic lncRNA, which was analyzed further in this study (Fig. 1C). LncRNA was considered expressed if the CPM in one condition was greater than 0.1 to include lncRNAs expressed at low levels in the analysis as lncRNA expression levels are 10-fold less abundant than mRNAs^16^. All mRNAs or lncRNAs that were not found to be expressed were eliminated from the analysis. mRNAs and lncRNAs were considered as significantly differentially expressed if the fold change of palmitic acid versus control was greater than 1.5 or less than 0.66 and the p-value was less than 0.05. 

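By these cut-offs, 11430 of the 18170 protein-coding genes and 1597 of the 7508 intergenic lncRNA genes were expressed. The median CPM of the expressed intergenic lncRNAs was 0.367, and the median CPM of the expressed protein-coding genes was 67.9 times as high. Over all 23171 genes compared, 2241 had an unadjusted p under 0.05 (9.67%).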

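Of the 235 protein-coding genes past the fold change and p criteria in the limma comparison, 25 were on chromosome 1, more than on any other chromosome. Chromosome 1 also carried the most expressed protein-coding genes, 1155, and the called genes were 2.16% of them against 2.07% over all chromosomes (Fisher's exact test, two-sided, p = 0.827). By this share chromosome 1 ranked 12 of 23, and chromosome 21 was highest with 3.64% (4 of 110 genes). Among the intergenic lncRNAs, 7 passed the criteria, and of the 6 with a position in GENCODE release 44, 2 were on chromosome 10 and 0 on chromosome 1. With a pseudocount of 0.1, which leaves more of the fold change of rare transcripts, 90 lncRNAs were called, and 12 of the 84 with a position were on chromosome 1.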

Analysis based on mapping to individual chromosomes found that the highest number of differentially expressed mRNAs and lncRNAs were on chromosome 1 (Supplementary Figs. 1B and 2A). Analysis of the expression levels of the mRNA found that the transcripts which were differentially expressed had a wide range of expression (Fig. 2A). 

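Average FPKM over the 6 libraries had a median of 9.50 among the protein-coding genes past the criteria, with quartiles of 3.45 and 30.7 and a lowest value of 0.130. All 11430 expressed protein-coding genes had a median FPKM of 13.0 and a maximum of 5237 for EEF1A1, and 24 of them were listed at 0.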

Heatmap analysis of the differentially expressed mRNA showed 305 protein-coding transcripts upregulated after palmitic acid treatment compared to control, and 70 protein-coding transcripts downregulated (Supplementary Fig. 1C). 

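At an unadjusted p under 0.05 and a log2 fold change beyond 0.59, 202 protein-coding genes were higher in palmitic acid and 33 were lower in the limma comparison. Of these 235 genes, 221 had all palmitic acid libraries on the same side of all control libraries (94.0%), which their selection by p and fold change on the same libraries favours. Over all genes compared, without selection, it was 16.6% against 10% by chance. A log2 fold change cut-off of 1 moved the counts most, to 64 higher and 1 lower. The edgeR quasi-likelihood test on the recovered reads, which works without the pseudocount, gave 287 higher and 67 lower. After Benjamini-Hochberg adjustment of the limma p over all genes compared, 197 genes of any class were higher and 28 lower at an adjusted p under 0.05. With the replicate number as a block in the same fit, these counts were 888 and 756. Among the genes with an adjusted p under 0.05 whose groups did not overlap, the largest rise was that of CHAC1 (ENSG00000128965), from a CPM of 1.03 in control to 11.8 in palmitic acid. Its log2 fold change was 2.65 (standard error 0.17, limma with Benjamini-Hochberg adjustment, adjusted p = 1.6e-04). HMOX1, ATF3, JDP2 and KITLG followed, with log2 fold changes of 2.45, 2.39, 2.26 and 2.09. HTR1B (ENSG00000135312) fell most, from a CPM of 20.7 to 8.55, a log2 fold change of -1.18 (standard error 0.10, adjusted p = 9.8e-04 in the same limma fit with Benjamini-Hochberg adjustment). The next falls were those of ENC1, LHX6, LPCAT1 and GCNT1, with log2 fold changes of -0.93, -0.82, -0.80 and -0.77. LHX6 and GCNT1 lost an adjusted p under 0.05 when genes of all abundances were kept in the limma fit. With FPKM in place of CPM, HMOX1 (0.162), ATF3 (0.111), ENC1 (0.0844), LHX6 (0.201) and GCNT1 (0.235) lost it (limma, Benjamini-Hochberg). GCNT1 also lost it with DESeq2 size factors, upper-quartile factors, TMM factors, the transcript length trend removed and the quasi-likelihood test, with values from 0.0563 to 0.0664 (limma or edgeR, Benjamini-Hochberg). With 1 library left out, LHX6 and GCNT1 each lost it in 5 of the 6 limma fits (highest 0.181 without palmitic acid replicate 3 and 0.211 without control replicate 2, Benjamini-Hochberg adjustment), LPCAT1 in 2 (highest 0.0761 without control replicate 2) and ENC1 in 1 (0.0525 without palmitic acid replicate 2).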

The top 20 upregulated and 20 downregulated mRNAs were shown in Fig. 2B. 

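All 20 of the upregulated genes of Fig. 2B were higher in palmitic acid in the limma comparison, with log2 fold changes from 0.81 to 2.65 and a median of 1.91. Over all genes compared, 18 of them had a Benjamini-Hochberg adjusted p under 0.05, and 20 did when adjusted over the list alone. The 20 downregulated genes of Fig. 2B were all lower, with log2 fold changes from -1.18 to -0.37 and a median of -0.65, and 3 of them had an adjusted p under 0.05 over all genes against 18 when adjusted over the list alone. With the replicate block, 20 of the upregulated and 18 of the downregulated genes had an adjusted p under 0.05 over all genes (limma, Benjamini-Hochberg). In 14 of these 20 genes every palmitic acid library was below every control library. The study chose both lists on these libraries, so the counts over the lists are not independent evidence.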

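Short lists of target genes were compared with all other genes by camera (limma, inter-gene correlation 0.01, two-sided, Benjamini-Hochberg adjustment over 28 lists). Of the 17 lists written from general knowledge 13 had an adjusted p under 0.05 by camera, against 3, 7 and 10 in the other splits of the libraries into 3 and 3 that part all same-number pairs (Benjamini-Hochberg). The other splits mix the conditions unequally and keep part of the treatment difference. They do not show how many lists are called without one. Of 25 NF-κB target genes with enough reads, 24 were higher in palmitic acid, with a median log2 fold change of 0.58 (camera adjusted p = 1.7e-20). Of these genes 7 had an adjusted p under 0.05 over all genes (limma, Benjamini-Hochberg) (17 with the replicate block) and 16 when adjusted over the list alone, with CCL20, SELE and TNIP1 at the lowest p. SELE rose from a CPM of 38.2 to 150, a log2 fold change of 1.86 (standard error 0.23, adjusted p = 0.0061 from limma with Benjamini-Hochberg adjustment, and 0.0546 without control replicate 2). Without the genes shown in the figures, the NF-κB list kept an adjusted p of 3.7e-06 from camera with Benjamini-Hochberg adjustment. The whole NF-κB list had an adjusted p of 0.0029 by limma's rotation test fry (Benjamini-Hochberg). By camera with an estimated inter-gene correlation it had one of 0.0176 (Benjamini-Hochberg). PPAR target genes were higher in 12 of 16 cases, with a median log2 fold change of 0.10 (camera with Benjamini-Hochberg adjustment, adjusted p = 4.7e-06), and ANGPTL4, CPT1A and PLIN2 had the lowest p. The PPAR list had an adjusted p of 0.0010 by fry and 0.0176 by camera with an estimated correlation (Benjamini-Hochberg). The HIF-1 list had 16 of 23 genes higher, with a median of 0.06 (camera with Benjamini-Hochberg adjustment, adjusted p = 0.0286). This result did not hold with an estimated inter-gene correlation (camera with Benjamini-Hochberg adjustment, adjusted p = 0.0982) or without the genes shown in the figures (adjusted p = 0.124), nor without control replicate 2 (0.111) or palmitic acid replicate 1 (0.154). The genes that Fig. 2C places in TNF signaling were higher in 17 of 18 cases and those in MAPK signaling in 16 of 19, with median log2 fold changes of 0.86 in both, and these genes were chosen by the study on these libraries.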

We found that the top enriched Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways in differentially expressed genes were linked to the tumor necrosis factor-α (TNF-α), MAPK, NF-κB, PPAR, HIF-1 signaling pathways and insulin resistance (Fig. 2C, Table 1). In addition, we discovered that AGE-RAGE signaling pathway in diabetic complications and IL-17 signaling were enriched, which have not been reported. 

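The genes of Fig. 2C in AGE-RAGE signaling had a median log2 fold change of 0.86, with 9 of 11 higher in palmitic acid and 5 at an adjusted p under 0.05 over all genes, or 10 with the replicate block (limma, Benjamini-Hochberg). Those in rheumatoid arthritis were higher in 10 of 11 cases with a median of 0.87, and those in the biosynthesis of amino acids in 10 of 10 with a median of 0.77. The study chose the genes of Fig. 2C as differentially expressed on these libraries, so the counts for these pathways are not independent evidence. A list of 21 IL-17 signaling genes written without regard to the figures had 18 higher genes and a median log2 fold change of 0.34 (camera with Benjamini-Hochberg adjustment over the lists, adjusted p = 1.5e-10). Of these genes 3 had an adjusted p under 0.05 over all genes compared (10 with the replicate block) and 8 did when adjusted over the list alone. Without the genes shown in the figures the IL-17 list had an adjusted p of 0.0458 by camera with Benjamini-Hochberg adjustment. The whole IL-17 list had an adjusted p of 0.0077 by fry and 0.0325 by camera with an estimated correlation (Benjamini-Hochberg).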

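Amino acid transporter genes were higher in palmitic acid in 22 of 26 cases, with a median log2 fold change of 0.23 (camera with Benjamini-Hochberg adjustment, adjusted p = 8.2e-12). SLC1A4, SLC7A11 and SLC7A5 had the lowest p of the list, and 6 members had an adjusted p under 0.05 over all genes (12 with the replicate block) and 8 when adjusted over the list alone. The transporter list had an adjusted p of 0.0016 by fry and 0.0176 by camera with an estimated correlation (Benjamini-Hochberg). SLC7A5 rose from a CPM of 6.30 to 21.1, a log2 fold change of 1.60 (standard error 0.15, limma with Benjamini-Hochberg adjustment, adjusted p = 0.0012). Replication-dependent histone genes were higher in 53 of 54 cases with a median of 0.25 (camera with Benjamini-Hochberg adjustment, adjusted p = 2.4e-08). Histone genes move together, and the result did not hold with an estimated inter-gene correlation (adjusted p = 0.438 with Benjamini-Hochberg adjustment) or with limma's rotation test fry (adjusted p = 0.454), nor with camera without control replicate 1 (adjusted p = 0.120). Without the replicate block no histone gene had an adjusted p under 0.05, over all genes compared or over the list alone, and with it 16 did over all genes (limma, Benjamini-Hochberg). With the block the list had an adjusted p of 4.0e-20 by camera and 0.145 by fry (both with Benjamini-Hochberg adjustment). Without it 3 of the 54 had an unadjusted p under 0.05, and in 3 the groups did not overlap.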

Gene Ontology (GO) analysis by Gene Set Enrichment Analysis of genes induced by palmitic acid showed a number of enriched GO terms (Table 2). 

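The 3 branches of the ER stress response were compared through lists of their target genes. All 35 targets of PERK and ATF4 with enough reads were higher in palmitic acid, with a median log2 fold change of 1.06 (camera with Benjamini-Hochberg adjustment, adjusted p = 2.5e-74). Of these genes 28 had an adjusted p under 0.05 over all genes (limma, Benjamini-Hochberg), and 34 did with the replicate block or when adjusted over the list alone. Their list had an adjusted p of 7.7e-05 by fry and 0.0027 by camera with an estimated inter-gene correlation (Benjamini-Hochberg). Targets of IRE1 and XBP1 were higher in 15 of 21 cases with a median of 0.08 (camera with Benjamini-Hochberg adjustment, adjusted p = 1.4e-05), and 2 of them, HSPA13 and DNAJB9, had an adjusted p under 0.05 over all genes (DNAJB9 0.0549 without control replicate 2), and 5 did with the replicate block. The IRE1 and XBP1 list had an adjusted p of 0.0059 by fry and 0.0451 by camera with an estimated correlation (Benjamini-Hochberg). Targets of ATF6 were higher in 8 of 15 cases with a median of 0.00 (camera with Benjamini-Hochberg adjustment, adjusted p = 0.263), and HERPUD1 was the 1 member with an adjusted p under 0.05, in 3 of the 6 fits with 1 library left out (highest 0.0966 without control replicate 2). With limma's rotation test fry and the replicate block, this list had an adjusted p of 0.0098 (Benjamini-Hochberg), and with camera without control replicate 1 one of 0.0467 (Benjamini-Hochberg). DDIT3 (ENSG00000175197, chromosome 12 of GRCh38 from 57516588 to 57521737) rose from a CPM of 8.66 ± 0.47 (SD, n = 3) in control to 39.3 ± 4.4 (SD, n = 3) in palmitic acid. Its log2 fold change was 2.06 (standard error 0.11, limma with Benjamini-Hochberg adjustment, adjusted p = 1.0e-04), and it stayed between 1.97 and 2.11 with each library left out in turn. XBP1 (ENSG00000100219, chromosome 22, 28794555 to 28800597) had a CPM of 79.8 ± 5.5 (SD, n = 3) in control and 119 ± 11 (SD, n = 3) in palmitic acid, a log2 fold change of 0.57 (standard error 0.09). Its adjusted p was 0.0171 (limma with Benjamini-Hochberg adjustment), and it was under 0.05 in 2 of the 6 fits that each left out 1 library, with a highest value of 0.105 without control replicate 2. It was also over 0.05 when genes of all abundances were kept or with FPKM in place of CPM. EIF2AK3, which encodes PERK (ENSG00000172071, chromosome 2, 88556741 to 88691518), went from a CPM of 32.7 ± 1.8 (SD, n = 3) to 40.9 ± 4.2 (SD, n = 3). This log2 fold change of 0.31 had an adjusted p of 0.273 without the replicate block and 0.0146 with it (limma, Benjamini-Hochberg adjustment). ATF6 (ENSG00000118217, chromosome 1, 161766298 to 161977574) differed by less than the spread between replicates, with a CPM of 186 ± 11 (SD, n = 3) in control and 184 ± 7.7 (SD, n = 3) in palmitic acid.

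**Figure D2:**
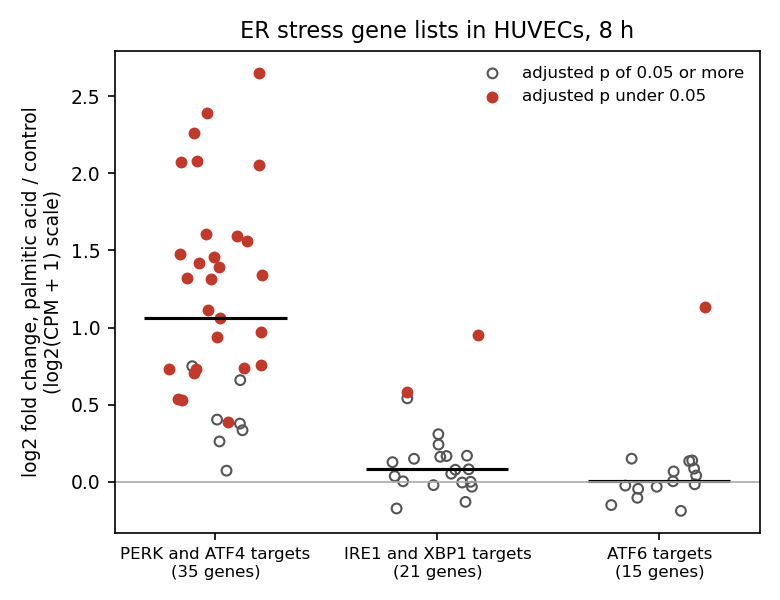
Log2 fold change between palmitic acid and control (y axis, on the log2(CPM + 1) scale) of each gene in 3 lists of ER stress target genes (x axis). Each point is a gene, filled red where its limma adjusted p was under 0.05, and the black bars are the medians of 1.06, 0.08 and 0.00; sideways position within a list has no meaning.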

Palmitic acid induces endoplasmic reticulum (ER) stress^17,18^, and this was also shown by being the most enriched GO terms in our RNA-seq (Table 2). Given this, we examined the effect of CRNDE knockdown on ER stress response genes. CRNDE knockdown reduces the ER stress response (Supplementary Fig. 1D), as measured by the ER stress response genes DNA damage inducible transcript 3 (DDIT3), PRKR-like endoplasmic reticulum kinase (PERK, also known as eukaryotic initiation factor 2 alpha kinase 3), X-box binding protein 1 (XBP1) and activating transcription factor-6 (ATF6). These data suggest that CRNDE is involved in the upregulation of ER stress response genes by palmitic acid. Analysis of genes reduced by palmitic acid showed enrichment in GO terms such as Wnt protein binding, Wnt activated receptor activity, transforming growth factor beta binding, and transforming growth factor beta receptor binding (Table 3). 

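Lists for the terms of Table 3 were compared by the same set test. These lists are not the GO sets of the paper, whose cut-off for the false discovery rate was looser than 0.05. Genes of TGF-β binding and TGF-β receptor binding were lower in palmitic acid in 21 of 27 cases, with a median log2 fold change of -0.14 (camera with Benjamini-Hochberg adjustment, adjusted p = 0.0165). An estimated inter-gene correlation raised this adjusted p to 0.111 (camera, Benjamini-Hochberg), and it was 0.114 without control replicate 1 and 0.125 without palmitic acid replicate 3. By fry it was 0.0419, and with the replicate block it was 0.163 by fry and 0.0012 by camera (Benjamini-Hochberg). Over all genes 1 higher and 1 lower member had an adjusted p under 0.05, and 9 members did with the block (limma, Benjamini-Hochberg). BMP4 fell from a CPM of 59.3 to 35.9, a log2 fold change of -0.72 (standard error 0.11, limma with Benjamini-Hochberg adjustment, adjusted p = 0.0187), while GDF15 in the same list rose by 1.17 on the log2 scale (limma with Benjamini-Hochberg adjustment, adjusted p = 0.0292). Without control replicate 2 the adjusted p of BMP4 and GDF15 were 0.128 and 0.166 (limma, Benjamini-Hochberg). Wnt receptor genes were lower in 7 of 13 cases with a median of -0.10 (camera with Benjamini-Hochberg adjustment, adjusted p = 0.284). FZD8 had the lowest p among them, with a log2 fold change of -0.72 (limma with Benjamini-Hochberg adjustment, adjusted p = 0.147, and 0.0024 with the replicate block). Genes of the small subunit processome were lower in 28 of 33 cases with a median of -0.17 (camera with Benjamini-Hochberg adjustment, adjusted p = 2.9e-07). Their adjusted p was 0.0500 by fry, 0.0288 by fry with the replicate block and 0.138 with an estimated inter-gene correlation, all with Benjamini-Hochberg adjustment. Without the block no member of the processome or Wnt lists had an adjusted p under 0.05 over all genes compared (limma, Benjamini-Hochberg), and 11 and 2 of them had an unadjusted p under 0.05. With the block 8 members of the processome list and 1 of the Wnt list had an adjusted p under 0.05 (limma, Benjamini-Hochberg).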

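The 7 intergenic lncRNAs past the criteria in the limma comparison had an average FPKM between 0.600 and 3.66, with a median of 1.45. With a pseudocount of 0.1, 90 passed, and their average FPKM reached 8.60 for CRNDE, with a median of 0.443. The 1597 expressed intergenic lncRNAs had a median FPKM of 0.511 and a maximum of 45114 for RMRP. The 3 with the highest CPM were RMRP, MALAT1 and NEAT1. RMRP and MALAT1 had log2 fold changes of 0.15 and 0.07 (limma with Benjamini-Hochberg adjustment, adjusted p = 0.869 and 0.917). NEAT1 rose from a CPM of 920 to 1298, a log2 fold change of 0.49 under the 0.59 cut-off (standard error 0.10, limma with Benjamini-Hochberg adjustment, adjusted p = 0.0586, and 1.9e-06 with the replicate block).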

Expression level analysis of differentially expressed lncRNAs, using the same fold change cutoff as mRNA, showed the same range of expression as mRNA, although some of the most highly expressed lncRNA were not significantly differentially expressed (Fig. 3A). 

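Of the 1597 expressed intergenic lncRNAs, 5 were higher in palmitic acid and 2 lower at an unadjusted p under 0.05 and a log2 fold change beyond 0.59 on the log2(CPM + 1) scale. These counts depended on the treatment of low values. The edgeR likelihood ratio test on the recovered reads moved them most, to 69 higher and 52 lower, and a pseudocount of 0.1 gave 53 and 37. After Benjamini-Hochberg adjustment of the limma p, 3 intergenic lncRNAs had an adjusted p under 0.05, while 106 had an unadjusted p under 0.05 (6.64%). LINC00961 (ENSG00000235387, named SPAAR in GENCODE release 44) fell from a CPM of 4.28 ± 0.30 (SD, n = 3) to 2.11 ± 0.20 (SD, n = 3), a log2 fold change of -0.77 (standard error 0.15, limma with Benjamini-Hochberg adjustment, adjusted p = 0.0499). RP1-193H18.2 fell by 0.77 on the log2 scale as well, and NR4A1AS (ENSG00000259884) rose by 0.81 (limma with Benjamini-Hochberg adjustment, adjusted p = 0.0496 and 0.0130). With 1 library left out, LINC00961 and RP1-193H18.2 had an adjusted p over 0.05 in all 6 fits, with highest values of 0.225 without palmitic acid replicate 2 and 0.266 without palmitic acid replicate 3, and NR4A1AS kept it under 0.05 in 4, with a highest value of 0.105 without control replicate 2 (limma, Benjamini-Hochberg). LINC01583, LUCAT1, LINC00702 and OLMALINC rose by 0.95, 0.74, 0.72 and 0.63 on the log2 scale, without reaching an adjusted p under 0.05, and with the replicate block their adjusted p were 1.5e-04, 6.1e-04, 0.0034 and 0.0092 (limma, Benjamini-Hochberg).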

Heatmap analysis of the significantly differentially expressed lncRNAs showed that 64 lncRNAs were upregulated and 46 downregulated (Supplementary Fig. 2B; Supplementary Table 3). CRNDE (indicated by the red dot in Fig. 3A) is one of the highest expressed lncRNAs that was also significantly induced by palmitic acid. 

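CRNDE (ENSG00000245694) is annotated on the minus strand of chromosome 16 of GRCh38 from 54845189 to 54929189 in GENCODE release 44. The protein-coding gene IRX5 starts 1676 bp from its 5′ end on the plus strand, and the lncRNA gene ENSG00000286357 overlaps its body on the plus strand. By average FPKM, CRNDE ranked 91 of the 1597 expressed intergenic lncRNAs, with an average FPKM of 6.48 ± 0.32 (SD, n = 3) in control and 10.7 ± 0.97 (SD, n = 3) in palmitic acid. By CPM, which is not divided by transcript length, its rank was 211. Among the 85 intergenic lncRNAs past the criteria in the edgeR quasi-likelihood test it had the highest average FPKM, and among the 120 past them in the authors' deposited table it ranked 2.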

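Names of the lncRNAs in Fig. 3B come from a later Ensembl release than the annotation of the sequencing data, and 10 of the 20 were found among the gene names of the table or their current symbols. The names that were not found are clone-based names, which were not matched across releases. All 7 of the found lncRNAs shown as upregulated were higher in palmitic acid, with log2 fold changes from 0.31 to 0.95, and all 3 shown as downregulated were lower, from -0.77 to -0.48. Over all genes compared, 1 of these 10 had a Benjamini-Hochberg adjusted p under 0.05 in the limma fit, which was LINC00961, and with the replicate block 4 of the upregulated and all 3 of the downregulated did. When adjusted over the list alone, 7 of the upregulated and 2 of the downregulated lncRNAs did, and the study chose both lists on these libraries.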

The top 20 lncRNAs by expression that are also differentially expressed were shown in Fig. 3B. Our data shows that the expression of many protein-coding genes and lncRNAs were changed by palmitic acid in HUVECs.

**Figure 1:**
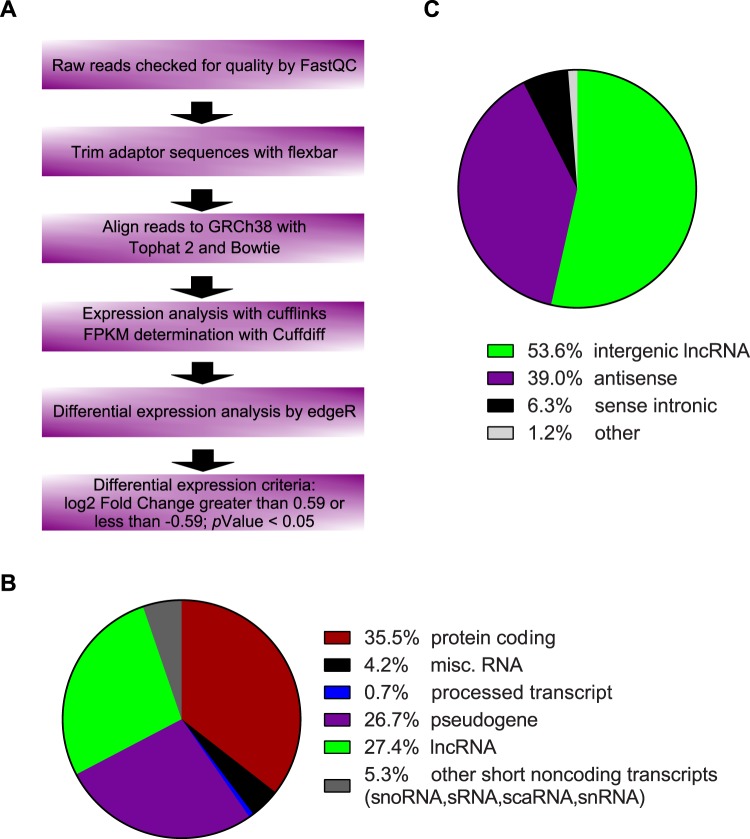
Distribution of RNA-seq data. (**A)** Analysis workflow for RNA-seq data. (**B**) Percentage of the different types of RNA identified by RNA-seq. (**C**) Percentages of the different types of lncRNA identified in (**B**).

**Figure 2:**
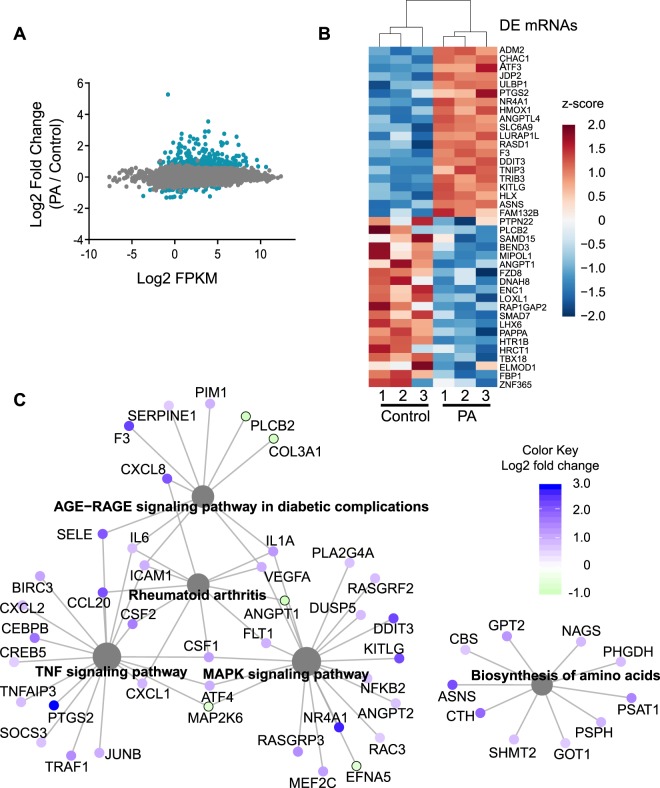
Differentially expressed mRNAs. (**A**) Expression plot of identified mRNAs. Expression is determined by average FPKM. Blue are those mRNAs significantly differentially expressed. (**B**) Heatmap of the top 20 upregulated and top 20 downregulated mRNAs. Data was plotted as z-score of the log2 fold change. (**C**) Highly enriched KEGG pathways from differentially expressed genes. Protein coding genes are identified by gene symbols.

**Table 1:** Enriched KEGG pathways in differentially expressed genes.

Pathway	No. of genes	FDR
TNF signaling pathway	18/110	2.13 × 10^−8^
Rheumatoid arthritis	11/91	8.02 × 10^−4^
Biosynthesis of amino acids	10/75	8.02 × 10^−4^
AGE-RAGE signaling pathway in diabetic complications	11/100	1.41 × 10^−3^
MAPK signaling pathway	19/295	3.70 × 10^−3^
NF-kappa B signaling pathway	10/100	4.69 × 10^−3^
Transcriptional misregulation in cancer	14/186	4.69 × 10^−3^
Glycine, serine and threonine metabolism	6/40	9.15 × 10^−3^
IL-17 signaling pathway	9/93	9.15 × 10^−3^
PPAR signaling pathway	8/76	9.84 × 10^−3^
Fluid shear stress and atherosclerosis	11/139	1.00 × 10^−2^
HIF-1 signaling pathway	9/100	1.17 × 10^−2^
Cysteine and methionine metabolism	6/49	1.67 × 10^−2^
Insulin resistance	9/108	1.67 × 10^−2^
One carbon pool by folate	4/20	1.67 × 10^−2^
Ras signaling pathway	14/232	1.90 × 10^−2^
Rap1 signaling pathway	13/208	1.92 × 10^−2^
Kaposi sarcoma-associated herpesvirus infection	12/186	2.10 × 10^−2^
Amoebiasis	8/95	2.26 × 10^−2^
Ferroptosis	5/40	2.75 × 10^−2^

No. of genes is reported as the number of genes in the pathway identified as differentially expressed in this data set versus the total number of genes in the pathway.

**Table 2:** Top 5 Gene Ontology terms from each category enriched in genes upregulated by palmitic acid.

Category	Name	No. of Genes	FDR
Biological Process	Intrinsic Apoptotic Signaling Pathway in Response to Endoplasmic Reticulum Stress	30/32	1.03 × 10^−4^
	Response to Endoplasmic Reticulum Stress	196/233	7.81 × 10^−4^
	Decidualization	14/21	1.91 × 10^−3^
	Cellular Response to Topologically Incorrect Protein	99/122	1.98 × 10^−3^
	Positive Regulation of Transcription From RNA Polymerase II Promoter umn Response to Stress	18/23	3.03 × 10^−3^
Cellular Component	Nuclear Nucleosome	30/41	5.20 × 10^−3^
	DNA Packaging Complex	79/108	7.01 × 10^−3^
	Anchored Component of Membrane	38/152	6.65 × 10^−2^
	Nuclear Euchromatin	20/24	1.21 × 10^−1^
	Pre Autophagosomal Structure	25/31	1.32 × 10^−1^
Metabolic Function	Amino Acid Transmembrane Transporter Activity	39/79	2.85 × 10^−3^
	Hormone Activity	16/119	6.59 × 10^−3^
	L Amino Acid Transmembrane Transporter Activity	31/54	1.01 × 10^−2^
	Anion Cation Symporter Activity	17/53	1.85 × 10^−2^
	LRR Domain Binding	14/17	2.01 × 10^−2^

No. of genes is reported as the number of genes in the term identified as differentially expressed in this data set versus the total number of genes in the term.

**Table 3:** Top 5 Gene Ontology terms from each category enriched in genes downregulated by palmitic acid.

Category	Name	No. of Genes	FDR
Biological Process	Spliceosomal snRNP Assembly	33/38	8.47 × 10^−2^
	Maturation of SSU rRNA	39/42	1.23 × 10^−1^
	Nucleobase Metabolic Process	30/39	1.33 × 10^−1^
	Nucleobase Biosynthetic Process	18/18	1.49 × 10^−1^
	Regulation of Heart Morphogenesis	16/29	1.58 × 10^−1^
Cellular Component	Small Subunit Processome	30/33	8.07 × 10^−2^
	Preribosome	54/61	9.26 × 10^−2^
	Small Nucleolar Ribonucleoprotein Complex	18/20	9.46 × 10^−2^
	SMN Sm Protein Complex	17/17	1.12 × 10^−1^
	Nucleolar Part	56/62	1.52 × 10^−1^
Metabolic Function	Wnt Protein Binding	16/31	2.06 × 10^−1^
	Nucleosomal DNA Binding	28/30	2.09 × 10^−1^
	Wnt Activated Receptor Activity	13/22	2.23 × 10^−1^
	Transforming Growth Factor Beta Binding	15/16	2.32 × 10^−1^
	Transforming Growth Factor Beta Receptor Binding	27/50	2.39 × 10^−1^

No. of genes is reported as the number of genes in the term identified as differentially expressed in this data set versus the total number of genes in the term.

**Figure 3:**
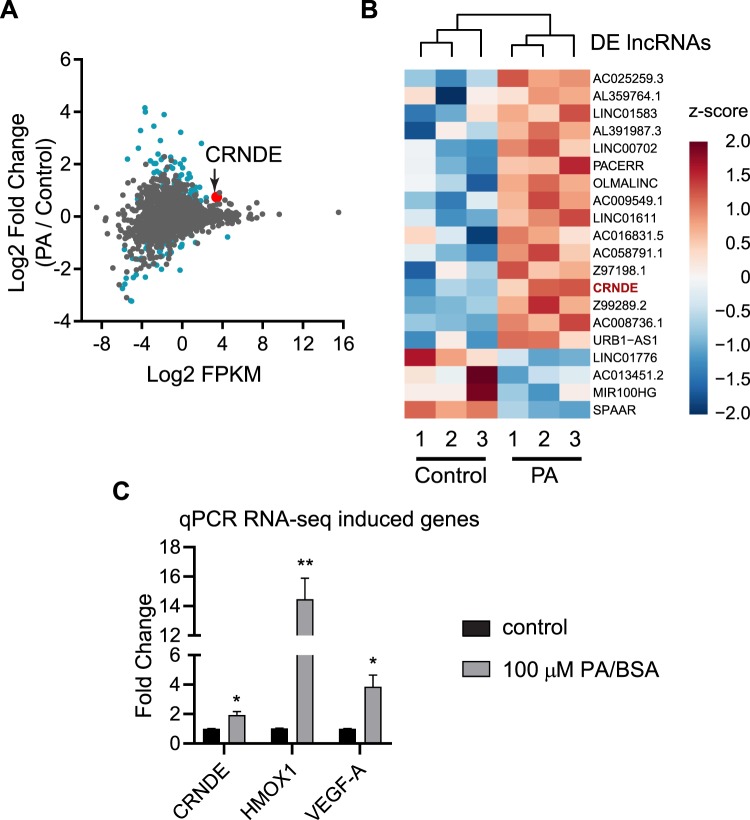
Differentially expressed lncRNAs. (**A**) Expression plot of identified lncRNAs. Expression is determined by average FPKM. Blue and red are those lncRNAs significantly differentially expressed; red is CRNDE. (**B**) Heatmap of the top 20 lncRNAs by expression that are differentially expressed. Data was plotted and ranked as z-score of the log2 fold change. (**C**) Effect of palmitic acid on gene expression. HUVECs were treated with palmitic acid or vehicle control for 12 hours. The expression of CRNDE, HMOX1, and VEGF-A was analyzed by RT-qPCR, *p < 0.05, **p < 0.001.

### LncRNA CRNDE expression is induced by palmitic acid in HUVECs

The lncRNA CRNDE was chosen for further study, since it is highly expressed in HUVECs and its expression was significantly induced by palmitic acid (Fig. 3B). 

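The CPM of CRNDE was 2.96 ± 0.24 (SD, n = 3) in control and 4.87 ± 0.58 (SD, n = 3) in palmitic acid, a ratio of 1.64. At least 147 reads lay behind each of these values. The log2 fold change on the log2(CPM + 1) scale was 0.56 (standard error 0.15), 0.03 under the 0.59 cut-off. Its unadjusted p from limma was under 0.05, and the adjusted p was 0.189 (limma, Benjamini-Hochberg). With the replicate number as a block the adjusted p was 0.0126 (limma, Benjamini-Hochberg). With each library left out in turn the log2 fold change stayed between 0.51 and 0.65. The edgeR quasi-likelihood test on the recovered reads gave a log2 fold change of 0.75, past the cut-off (Benjamini-Hochberg adjusted p = 0.139). Every palmitic acid library had a higher CPM than every control library (exact permutation test, two-sided, p = 0.1, the smallest p that 3 libraries against 3 allow). Between libraries with the same replicate number the ratio ran from 1.56 to 1.73. From its abundance in HUVECs and its induction by palmitic acid, the paper reasons that CRNDE was worth further study.

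**Figure D3:**
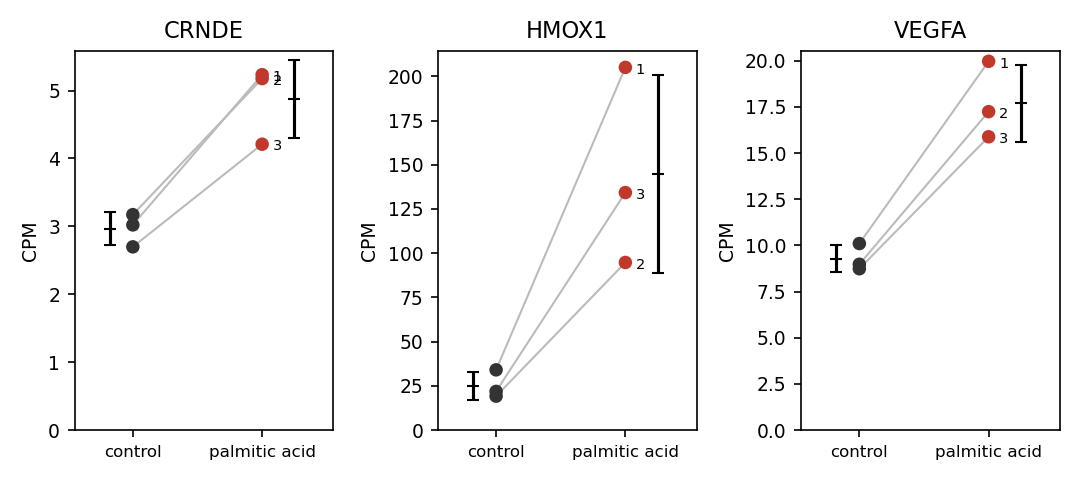
CPM (y axis, from 0) of CRNDE, HMOX1 and VEGFA in control and palmitic acid libraries (x axis). Points are libraries, grey lines join libraries with the same replicate number (given beside the palmitic acid points), and black bars are the mean ± SD of 3 libraries; all palmitic acid libraries lie above all control libraries for these 3 genes.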

CPMs for CRNDE are shown in Supplementary Table 2. CRNDE upregulation was confirmed by qPCR after HUVECs were treated with 100 µM palmitic acid. After 12 hours, CRNDE was significantly upregulated by 1.9-fold (Fig. 3C). HMOX1 and VEGF-A, which are well known genes involved in angiogenesis^19,20^, were also analyzed to compare the relative expression of CRNDE with them (Fig. 3C). To examine the mechanisms underlying CRNDE induction by palmitic acid in HUVECs, the proximal promoter of CRNDE was cloned into luciferase reporter (Supplementary Fig. 3). The CRNDE promoter was defined as a sequence of 1761 nucleotides surrounding the transcription start site encompassing 1718 nucleotides upstream of the *Crnde* gene and 43 nucleotides of 5′ *Crnde* gene. The luciferase activities were increased by 8.1-fold in the presence of CRNDE promoter, indicating CRNDE promoter indeed activates luciferase expression. However, the luciferase activities driven by CRNDE promoter were not further increased in HUVECs by palmitic acid treatment compared with control, suggesting a distal cis-sequence mediates CRNDE induction by palmitic acid. Given the effect of palmitic acid upregulating NF-κB signaling, it was unknown whether palmitic acid induces CRNDE expression through NF-κB signaling. HUVECs were treated with TNF-α to activate NF-κB signaling, then the expression of CRNDE expression was examined by qPCR. It turned out the CRNDE expression was not TNF-α-responsive (Supplementary Fig. 4), suggesting the induction of CRNDE by palmitic acid is not likely mediated by palmitic acid-activated NF-κB signaling.

### CRNDE knockdown inhibits angiogenic potential

To determine the effect of CRNDE on endothelial cells, functional assays were performed. Lentiviral shRNA against CRNDE (shCRNDE) was used to knock down CRNDE expression, and endothelial cell proliferation, migration, and angiogenic activity were measured. CRNDE expression was reduced by 87.5% in HUVECs transduced with lentiviral shCRNDE (Supplementary Fig. 5). CRNDE knockdown reduces the wound closure by 27.1% in the scratch-wound assay (Fig. 4A,B), indicating CRNDE knockdown inhibits cell migration. As a measure of angiogenic activity, a Matrigel® capillary-like tube formation assay^21^ was performed (Fig. 4C–E). After 6 h, total tube length, nodes and segments were reduced by 57.7%, 87.2% and 85.5%, respectively, in HUVECs transduced with lentiviral shCRNDE than in HUVECs transduced with lentiviral control shRNA, indicating that CRNDE knockdown has an inhibitory effect on the capacity of HUVECS to form capillary-like tube structures. The effects of CRNDE knockdown on cell cycle were examined by propidium iodide staining followed by flow cytometry analysis (Fig. 5A,B). The percentage of cells in S phase is 8.9% after CRNDE knockdown compared with 23.9% in control cells. In contrast, the percentage of cells in G1 phage is 81.2% compared with 57.9% in control cells. These data suggest that CRNDE knockdown inhibits cell proliferation. We examined the expression of cyclin kinase inhibitor p21 by western blot analysis and found the CRNDE knockdown increases p21 expression by 1.7-fold (Fig. 5C, Supplementary Fig. 6). These data demonstrate that CRNDE knockdown inhibits the angiogenic potential of HUVECs.

**Figure 4:**
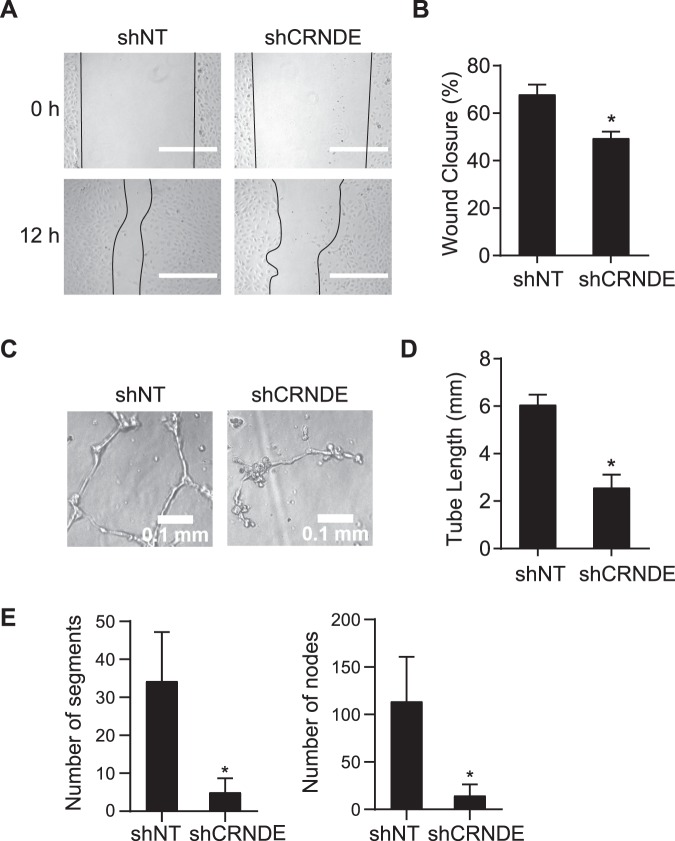
CRNDE knockdown inhibits endothelial cell proliferation and tube formation. (**A**) CRNDE knockdown reduces wound closure in HUVECs. CRNDE was treated with CRNDE shRNA (shCRNDE) or non-targeting control shRNA (shNT) for 24 h before wounding. Images were taken from fixed cells 12 h after wounding. Representative images of 3 independent experiments were shown. Scale bars are 500 µm. (**B**) Quantification of wound closure, *p = 0.027. (**C**) CRNDE knockdown reduces tube formation. HUVECs were treated as in a before being seeded into Matrigel-coated wells. Images were taken from fixed wells after 6 hours. Representative images of 3 independent experiments were shown. (**D**) Quantification of tube length in millimeters *p = 3.2 * 10^−6^. (**E**) Quantification of number of segments (*p = 9.9 * 10^−4^) and number of nodes (*p = 6.5 * 10^−4^).

**Figure 5:**
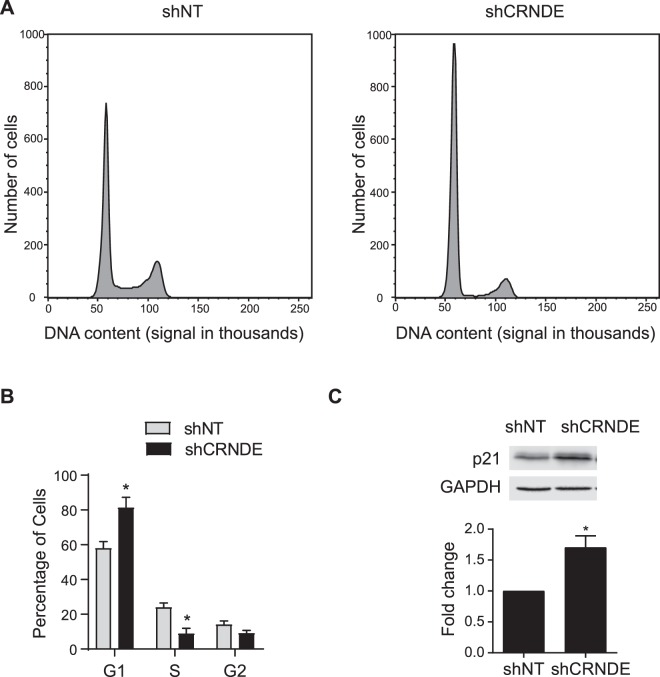
CRNDE knockdown inhibits the progression of cell cycle. (**A**) Histogram of DNA content in HUVECs after CRNDE knockdown. HUVECs were treated with shNT or shCRNDE and then stained with propidium iodide. DNA content was measured by flow cytometry at 488 nm. Representative histograms of three independent experiments were shown. (**B**) Quantification of cell cycle phase in three independent experiments, *p < 0.05. (**C**) Western blot analysis of p21 expression and quantification of three independent experiments (*p = 1.4 * 10^−3^).

### CRNDE is involved in the response to palmitic acid

Having established that CRNDE is involved in angiogenesis, the role of CRNDE on angiogenesis under palmitic acid stress was determined by performing scratch and tube formation assays (Fig. 6). HUVECs were transduced with shCRNDE and treated with palmitic acid for 12 h, and then the assays were performed. In the scratch-wound assay, palmitic acid treatment reduces wound closure by 59.6% (Fig. 6A,B), which is consistent with a previous study^22^. CRNDE knockdown reduces wound closure by 44.0% in control HUVECs (Fig. 6A,B). Importantly, CRNDE knockdown and palmitic acid treatment have synergistic effects on wound closure, which was reduced by 74.6%. In the capillary-like tube formation assay, palmitic acid treatment reduces tube length by 35.4% in shNT-treated cells (Fig. 6C,D), which is consistent with what previously reported^22^. In addition, palmitic acid treatment reduces the number of segments and number of nodes by 47.7% and 35.5%, respectively (Fig. 6C,D). CRNDE knockdown reduces tube length by 51.3%, the number of segments by 67.7%, and the number of nodes by 56.3% in control HUVECs (Fig. 6C,D). Similarly, CRNDE knockdown and palmitic acid treatment have synergistic effects on capillary-like tube formation. CRNDE knockdown reduces the tube length, the number of segments, and the number of nodes by 71.6%, 80.6%, and 70.6%, respectively, in HUVECs treated with palmitic acid compared with shNT-treated cells under control condition (Fig. 6C,D). CRNDE knockdown also reduces branching by 23.4% and 43.2% under control and palmitic acid conditions, respectively; palmitic does not reduce branching in shNT-treated cells (Fig. 6E). Human aortic endothelial cells (HAECs) showed a similar trend in some respects (Supplementary Fig. 7). CRNDE knockdown reduced wound closure by 43.5% under control condition. It also reduced the number of nodes and the number of segments by 16.3% and 22% respectively (Supplementary Fig. 7). Tube length and branching were not significantly reduced. Palmitic acid reduced wound closure by 68.6% and tube length, the number of nodes, the number of segments and branching by 25.9%, 57.6%, 73.6% and 34.2% respectively in shNT-treated cells (Supplementary Fig. 7). Surprisingly, overexpressing CRNDE 87.1-fold (Supplementary Fig. 8) did not produce the opposite effect when examined by the scratch-wound and tubule formation assays (Supplementary Fig. 9). CRNDE overexpression reduces tube length, the number of segments, the number of nodes and branching by 13.3%, 21.7%, 27.2%, and 27.8% respectively (Supplementary Fig. 9). When CRNDE overexpressing HUVECs are treated with palmitic acid, wound closure is reduced by 73.1% compared to control cells (Supplementary Fig. 9). Tube length, the number of segments, the number of nodes and branching are reduced by 28.3%, 38.7%, 28.4% and 32.6% respectively (Supplementary Fig. 9). Our data imply that the induction of CRNDE by palmitic acid may counteract the effects of palmitic acid on endothelial cells.

**Figure 6:**
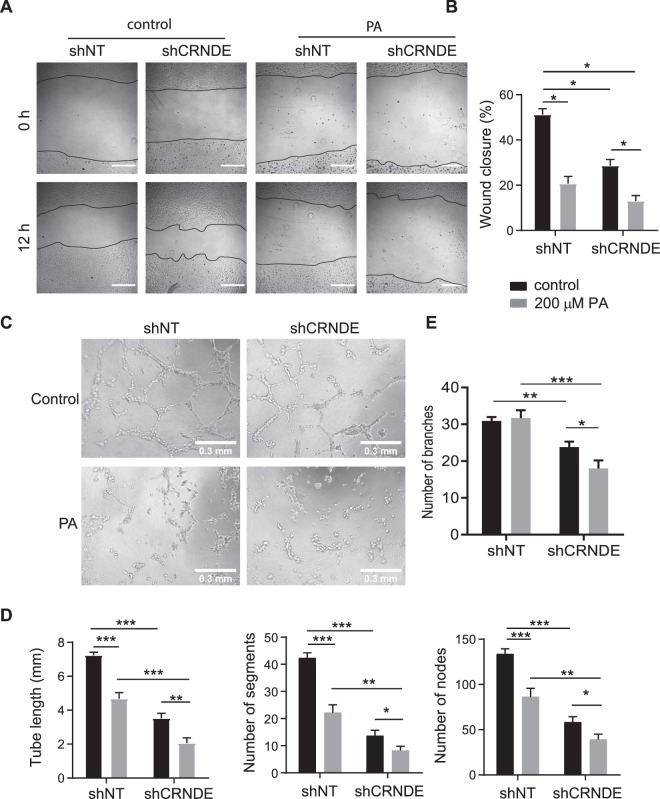
CRNDE knockdown potentiates the inhibitory effects of palmitic acid on endothelial cell migration and tube formation. (**A**) CRNDE knockdown potentiates the inhibitory effects of palmitic acid on wound closure. HUVECs were treated with shNT or shCRNDE for 24 h and then palmitic acid or vehicle control for 12 h before wounding. Images were taken from fixed cells 12 h after wounding. Representative images of 3 independent experiments were shown. Scale bars are 500 µm. (**B**) Quantification of (A) (*p < 0.001). (**C**) CRNDE knockdown potentiates the inhibitory effects of palmitic acid on tube formation. HUVECs were treated as for wound healing before being seeded into Matrigel-coated wells. Images were taken from fixed wells after 6 h. Representative images of 3 independent experiments were shown. (**D**) Quantification of tube formation in (C). Tube length in millimeters, the number of segments, and the number of nodes (*p < 0.05, **p < 0.01, ***p < 1 * 10^−4^). (**E**) Quantification of tube formation in (C). Number of branches (*p < 0.05, **p < 0.001, ***p < 1 * 10^−4^).

## Discussion

In this study, changes in the transcriptome of HUVECs induced by palmitic acid were identified by RNA-seq, and the lncRNA CRNDE is shown to maintain angiogenic potential of HUVECs. CRNDE has already been identified as regulating metabolic pathways in cancer, but its role in diseases other than cancer has not been established. One way in which CRNDE is involved in regulating metabolism is in colorectal cancer, being downregulated by insulin in an AKT and MAPK dependent manner^23^. The loss-of-function studies demonstrated that CRNDE expression promotes the metabolic changes by which cancer cells switch to aerobic glycolysis^23^. CRNDE has also been identified as an oncogene, activating the Wnt signaling pathway in breast cancer by sponging miR-136^24^. Other than cancer, CRNDE is required for platelet‐derived growth factor‐BB-stimulated proliferation and migration of vascular smooth muscle cells^25^, and it inhibits the transcriptional activation of Smad3 on target genes in cardiac fibroblasts^26^. In our studies, we found that CRNDE knockdown reduces endothelial cell migration, proliferation, and capillary-like tube formation (Figs. 4–6). These data suggest that CRNDE is an important regulator of various cellular functions in different cell types and may be a potential drug target. LncRNAs can be targeted by drugs to cause degradation, just as they are knocked down *in vitro* and *in vivo*. One such mechanism is the use of chemically modified antisense oligonucleotides. One form of antisense oligonucleotides, a gapmeR, consists of two spans of modified ribonucleotides connected by an antisense DNA linker that recruits RNse H to degrade the target RNA^27,28^. GapmeRs have been successfully used to knock down lncRNA *in vitro* and *in vivo*^29–31^. One gapmeR, mipomersen, has been approved for familial hypercholesterolemia^32^.

Our transcriptome analysis by RNA-seq revealed that the expression of hundreds of transcripts including mRNAs and lncRNAs is changed by palmitic acid in HUVECs (Figs. 1–3). Gene ontology analysis also shows that palmitic acid induces endoplasmic reticulum stress (Table 2). Palmitic acid also reduces endothelial cell proliferation and migration through activating the cGAS/STING signaling pathway, a marker of mitochondrial damage^22^. Interestingly, CRNDE knockdown reduces ER stress related genes (Supplementary Fig. 1D). Endoplasmic reticulum stress and oxidative stress are linked in endothelial cells^33^, and oxidative stress can induce JAK-STAT signaling^34^. CRNDE can also induce JAK-STAT in fibroblasts after lipopolysaccharide challenge^35^. Given this, the possible connection between palmitic acid induced endoplasmic reticulum stress and CRNDE induction needs to be examined in future studies, providing a possible mechanism by which CRNDE expression is induced after palmitic acid challenge. Given that in HUVECs, CRNDE knockdown reduced endothelial cell proliferation and migration more than palmitic acid alone (Fig. 6), but CRNDE is not directly induced by palmitic acid (Supplementary Fig. 3), CRNDE may act as a compensatory mechanism to preserve some angiogenic ability after palmitic acid treatment. Palmitic acid induces other compensatory mechanisms, such as causing induction of HMOX1 (heme oxygenase 1) in neuroblastoma cells to deal with the increased oxidative stress palmitic acid causes^36^. Indeed, in this study, HMOX1 is induced by palmitic acid (Figs. 2B and 3C).

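In the sequenced HUVECs, HMOX1 (ENSG00000100292, chromosome 22 of GRCh38, 35380361 to 35394214) had a CPM of 25.1 ± 7.9 (SD, n = 3) in control and 145 ± 56 (SD, n = 3) after 8 h of palmitic acid. The HMOX1 log2 fold change was 2.45 (standard error 0.27, limma with Benjamini-Hochberg adjustment, adjusted p = 0.0029). It stayed between 2.17 and 2.72 with each library left out in turn, and the adjusted p from limma with Benjamini-Hochberg adjustment stayed at or under 0.0293. With FPKM in place of CPM it was 2.46, with an adjusted p of 0.162 (limma, Benjamini-Hochberg). The palmitic acid libraries spread from a CPM of 94.8 to 205, all above the highest control library at 34.1.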

The molecular basis by which CRNDE knockdown inhibits angiogenic potential in endothelial cells remains unknown. CRNDE promotes proliferation and migration of trophoblasts by acting as a competing endogenous RNA for miR-1277, and its knockdown reduces proliferation and migration^37^. Given this, CRNDE may also affect endothelial cell proliferation and migration through effecting miRNA levels. When CRNDE is knocked down, there is a reduction in endothelial cell proliferation, and the cell cycle arrests in the G1 phase (Figs. 5 and 6). This is associated with an increase in p21 expression (Fig. 5C). This is consistent with a previous study showing that CRNDE silencing induces the expression of p21 in colorectal cancer cells^38^. Thus, increased p21 expression may mediate the effects of CRNDE knockdown on endothelial cell migration, proliferation, and capillary tube formation in HUVECs. Finally, CRNDE overexpression did not have an opposite effect to CRNDE knockdown on endothelial cell proliferation and tube formation (Supplementary Fig. 9), indicating that CRNDE is necessary but not sufficient for the induction of these processes. The CRNDE overexpression results suggest additional cofactors are required to facilitate CRNDE function. While the mechanism of CRNDE’s action in endothelial cells is unknown, CRNDE has the potential to be a novel target in the fight against the angiogenic complications of diabetes and obesity.

## Methods

All methods reported here were carried out in accordance with relevant guidelines and regulations of the University of Nebraska - Lincoln. All experimental protocols were reviewed and approved by the University of Nebraska - Lincoln Institutional Biosafety Committee (Protocol Number: IBC788). The studies in the paper did not involve human tissue samples or human subjects. There are no studies in the manuscript that require ethical approval.

### Cell culture

HUVECs from pooled donors (Cat. No. CC-2519) and Human Aortic Endothelial Cells (HAECs) (Cat. No. CC-2535) were purchased from Lonza and cultured in either EGM-2 (Lonza Cat. No. CC-3162) for RNA-seq experiments or Endothelial Cell Growth Medium (ATCC Cat. No. PCS-100-041) supplemented with 1% penicillin-streptomycin for all other experiments. Media was changed every two days during normal passaging. All cells used were between passages 3 and 8. In the tubule formation assay, Endothelial Cell Basal Medium (PromoCell Cat. No. C-22211; hereafter PromoCell EBM) was used where indicated. Cell detachment was carried out with 0.05% trypsin in EDTA (Thermo Fisher). All the experiments were done using three different lots of HUVECs.

### RNA sequencing and analysis

HUVECs were treated for 8 h with 100 µM palmitic acid (NuChuk Prep.) conjugated to fatty-acid poor BSA (EMD Millipore) in a 3 to 1 molar ratio as previously described^11^. RNA was harvested and rRNA depleted, adaptors were ligated, and the samples sent for sequencing on an Illumina HiSeq 2500. After obtaining raw reads, FastQC was used to analyze the quality of the reads. Tophat2 and bowtie^39–41^ were used to map the reads to the genome, GRCh38 (Ensembl release 82^42^), and cufflinks^43^ was used to determine transcript expression. Cuffdiff^44^ was used to generate FPKM values and edgeR^45–48^ was used for differential expression analysis. To determine differential expression, the fold change values were transformed by log2 and compared against the log2 fold change values from edgeR, that had a requisite *p*-Value (less than 0.05). Heatmaps were generated using the R pheatmap package. For Fig. 3B, gene names were taken from Ensembl Release 97, eliminating from Supplementary Table 3 those IDs which have been removed from release 97.

### KEGG pathway analysis

All significantly differentially expressed genes were used for KEGG pathway enrichment analysis. Using the biological id translator function from R clusterProfiler package^49^, Ensembl IDs were converted to NCBI gene IDs and used for KEGG pathway enrichment analysis. First KEGG pathway enrichment analysis was performed using human metabolic network as a background. P-value cut-off was set at 0.05 and Bonferroni-Hochberg adjustment was performed with minimum gene set (GS) size set to 10 and max GS to 500. Finally, KEGG pathway enrichment data was used to generate plots showing linkages of gene and enriched KEGG pathways. The edges of the nodes for reduced genes were manually highlighted with black lines.

### Gene ontology analysis

Differentially expressed mRNAs were analyzed by Genome Set Enrichment Analysis as described previously^50^. GSEA was used to perform Gene Ontology analysis. Enriched terms were reported in upregulated and downregulated genes. To determine differentially enriched gene ontology terms, a false discovery rate of 0.25 was used as a cutoff.

### CRNDE shRNA lentiviral generation and HUVEC transduction

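The 21-nt target sequence GTGTGATGCTTCCATAATACA had 1 exact match in GRCh38, on the minus strand of chromosome 16 from 54925186 to 54925206. This position lies in an exon of CRNDE in 21 annotated transcripts of GENCODE release 44, and 1 gene has transcripts that hold the sequence. The reference sequence around it, read along the transcript, is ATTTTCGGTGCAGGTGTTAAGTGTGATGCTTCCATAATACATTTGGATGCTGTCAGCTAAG. Matches with mismatches were not searched.

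**Figure D4:**
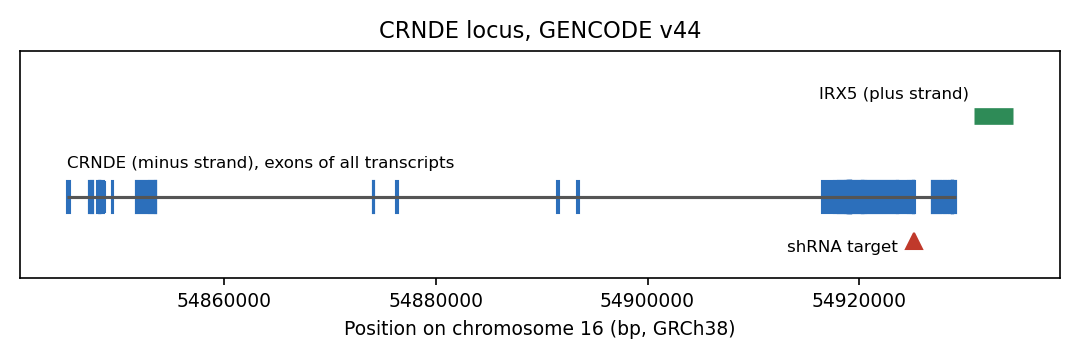
Map of the CRNDE locus on chromosome 16 (x axis, position in bp, GRCh38; the y axis has no scale). Blue boxes are the exons of all CRNDE transcripts, the green box is IRX5, and the red triangle marks the shRNA target at 54925186.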

The shRNA target sequence GTGTGATGCTTCCATAATACA was cloned into the vector pLKO.1-TRC, a gift from David Root (Addgene plasmid No. 10878) to create shCRNDE. HEK-293T cells were cultured in DMEM supplemented with 10% fetal bovine serum and penicillin/streptomycin (Thermo Fisher). Lentivirus was produced by transfecting HEK-293T cells with the CRNDE-pLKO.1 plasmid using Lipofectamine 2000 (Thermo Fisher). After 24 h transfection, media was collected at 48 h and 72 h post transfection. HUVECs were plated into 12 well plates (100,000 cells/well) and transduced with the appropriate volume of virus to knock down CRNDE. 24 hours post transduction media was changed for downstream applications.

### Reverse transcription quantitative PCR

RNA was collected from HUVECs and precipitated using TRIzol Reagent (Thermo Fisher Cat. No. 15596026) according to the manufacturer’s instructions. 1 μg of RNA was converted to cDNA using the High Capacity cDNA Reverse Transcription Kit (Thermo Fisher Cat. No. 4368813). qPCR was conducted in the CFX Connect Real Time System (BioRad) using 2x Sybr Green qPCR Master Mix (Bimake Cat. No. B21203). Data was normalized by the DeltaDeltaCt method^51^. The primers for qPCR are in Supplementary Table 4.

### Scratch assay

HUVECs or HAECs were transduced with CRNDE shRNA (shCRNDE) or a non-targeting control shRNA (shNT) for 24 h and then seeded into 2 wells of a 6-well plate per condition at 600,000 cells per well. After resting for 12 h, cells were treated with or without palmitic acid (100 or 200 μM) for 12 h. After treatment 2 wounds were produced per confluent well and images were obtained. After wound formation, wells were fixed with 2% formaldehyde and images were again taken in the same places. The wound area was measured with ImageJ and the percentage wound closure was calculated by measuring the area of the wound.

### Tube formation assay

The tubule formation assay was performed as previously described, with slight modifications^21^. HUVECs or HAECs were transduced as in the scratch assay and then seeded into one well of a 6-well plate at 300,000 cells per well. After 12 h, cells were treated with or without palmitic acid (100 or 200 μM) for 12 h. Cells were then trypsinized and neutralized with PromoCell EBM supplemented with 1% FBS. After centrifugation, HUVECs were resuspended in EBM without FBS and seeded into Matrigel (Corning Cat. No. 254234) coated wells (50 μl per well) at 15,000 cells per well. After 3–6 h, cells were fixed with 4% formaldehyde and 4–6 random images were taken per well, with duplicate wells per condition. Images were then analyzed with ImageJ using the Angiogenesis Analyzer plugin by Giles Carpentier (http://imagej.nih.gov/ij/macros/toolsets/Angiogenesis%20Analyzer.txt), and total branching length, number of nodes and number of segments were used as markers of angiogenic tube formation.

### Flow cytometry

HUVECs were treated with shCRNDE or shNT for 24 h. 24 h later, cells were fixed in 70% ethanol at 4 °C with a concentration less than 1 × 10^6^ cells per sample. After fixation, cells were treated with 200 μg/ml RNase A and stained with propidium iodide at a final concentration of 10 μg/ml. Cells were then analyzed using the DxP10 FACsort (BD). Data was analyzed using the FlowJo software (BD).

### Western blot

HUVECs were treated with shCRNDE or shNT for 24 h. 24 h later, cells were lysed in radioimmunoprecipitation buffer (25 mM Tris-HCl pH 7.6, 150 mM NaCl, 1% NP-40, 1% sodium deoxycholate, 0.1% SDS), and protein concentration determined with the Pierce BCA Protein Assay Kit (Thermo Fisher). 10 µg of protein was loaded per sample and the samples were separated by SDS-PAGE using a 12% acrylamide gel. After SDS-PAGE, the samples were transferred to a polyvinylidene fluoride membrane using the Trans Blot Turbo Transfer System (BioRad; 25 V, 1.0 A, 30 min). After blocking with 5% nonfat milk in TBST, rabbit anti-p21 (Cell Signaling Technology Cat. No. 2974) was used to probe for p21. Then the blot was probed with HRP-conjugated anti-rabbit (Cell Signaling Technology Cat. No. 7074) and the signal was detected by chemiluminescence using the LiCOR Odyssey Fc Imaging System. The blot was stripped using an SDS-glycine stripping buffer (1.5% glycine, 0.1% SDS, 1% Tween 20) and re-probed with rabbit anti-GAPDH (Cell Signaling Technology Cat. No. 2118). GAPDH was detected in the same way as p21.

### Statistical analysis

All experimental data is the average of three independent experiments, reported as mean ± standard error, unless otherwise stated. All statistical analysis was carried out using two-tailed Student’s t-test with an alpha level of 0.05. All comparisons were to the control, unless otherwise stated.

## Supplementary information

Supplementary Information

## Data Availability

The RNA-seq data generated in this manuscript is available through the Gene Expression Omnibus^52^ (GSE141126): https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc = GSE141126.

How the deposited data were processed for this re-analysis (not part of the article)

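RNA from HUVECs treated for 8 h with 100 µM palmitic acid bound to BSA or with BSA alone was sequenced in 6 libraries, 3 per condition. The authors depleted the RNA of rRNA, sequenced it, mapped the reads with Tophat2 and bowtie to GRCh38 with the genes of Ensembl release 82, computed FPKM with Cuffdiff and compared the conditions with edgeR. Their deposited table gives CPM and FPKM per gene and library, and a log2 fold change, a p and an FDR per gene. CPM is the unit of the values used here, scaled by the authors to the total of all entries of a library with no further factor. Every CPM value was checked to be a whole multiple of the value of 1 read, and the reads behind it were recovered on that basis. The paper's text does not name the program that counted reads, whether the libraries were stranded, the use of spike-in sequences or which of edgeR's tests was run. Samples were assigned to conditions and replicates from their labels.

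A count of reads had been planned for, with edgeR's quasi-likelihood test, and for normalized values limma, so limma became the main test because the table holds CPM. The tests, the thresholds, the gene lists, the alternatives and the rule for naming genes were chosen before the data were examined, apart from those named below as added. Genes entered the comparison with a mean CPM above 0.1 in at least 1 condition, which left 23171 genes without the 92 spike-in sequences. The model was fitted to log2(CPM + 1) with lmFit and eBayes with a mean-variance trend (limma 3.58.1, R 4.3.3), and tests were two-sided with Benjamini-Hochberg adjustment. Genes past the paper's criteria had an unadjusted p under 0.05 and a log2 fold change beyond 0.59, with a mean CPM above 1 in 1 condition for protein-coding genes and above 0.1 for lncRNAs. Biotypes were those of the table, and lncRNA counts cover its intergenic class unless stated otherwise. log2(CPM + 1) understates changes, most of all those of genes with a CPM near or under 1, which includes most intergenic lncRNAs.

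Gene names are those of the table, and 53380 of its 56820 gene identifiers were matched to GENCODE release 44, from which the coordinates, neighbours, GC content and transcript lengths were taken. Genes named are those the paper names for its sequencing data, the 5 largest rises and the 5 largest falls among genes with an adjusted p under 0.05 whose groups did not overlap, and at most 3 members per list, those with the lowest p. EEF1A1, RMRP, MALAT1, NEAT1, MMP1, the stromal marker genes, the intergenic lncRNAs and antisense genes past the criteria were named after their values were seen. Some genes are not reported here. Gene lists were written from general knowledge or copied from the figures, since the gene sets of GO and KEGG were not used here. Lists were tested with limma's camera (inter-gene correlation 0.01), 28 in all, of which 17 were written from general knowledge. Of these 17, 10 were higher and 3 lower at a Benjamini-Hochberg adjusted p under 0.05 by camera, 9 and 2 by fry, and 8 and 0 by camera with an estimated inter-gene correlation.

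Depth ranged from 54476038 to 81791207 reads per library, so that 3 reads, taken as the floor, corresponded to a CPM of at most 0.0551, and this covers counting error only. In 20925 of the 56909 gene entries (36.8%) no library had a read. The pairing of libraries by replicate number was checked on their deviations from the means of the conditions, whose correlations within the pairs were all above the threshold of 0.1 (lowest 0.353, as high as between control replicate 2 and palmitic acid replicate 3), and the paper states that 3 lots of cells were used. A fit with the replicate number as a block was therefore run beside the fit without it. Only 2 libraries carry each number, so no number gives a comparison with replicates of its own.

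The alternatives were a pseudocount of 0.1, no filter or edgeR's filterByExpr, DESeq2's size factors, upper-quartile factors, the DESeq2 Wald test (DESeq2 1.42.0), edgeR's exact and likelihood ratio tests on the recovered reads (edgeR 4.0.16), the replicate block, each library left out in turn, other criteria for calling genes, fry and an estimated correlation for the lists, and other settings of the principal component analysis. Added after seeing the data were edgeR's quasi-likelihood test on the recovered reads, TMM factors, replicates 2 and 3 only, the removal of trends with GC content or transcript length, thinning to the smallest library, totals without the 20 most abundant genes, FPKM in place of CPM, fry with the replicate block, log2(CPM + 1) in the principal component analysis and shares of biotypes over all genes listed. Trends were removed with a lowess curve of span 0.3 per library.

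The procedure was tested on simulated data with the depth, abundance and dispersion of these libraries and no effect of the cell lot. Of 200 genes changed by a log2 fold change of 1, 179 were recovered (89.5%) at an adjusted p under 0.05 (limma, Benjamini-Hochberg), with 6 calls among 22971 unchanged genes. Tables were read and drawn with Python 3.11.15, pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9. RT-qPCR at 12 h, reporter assays, knockdown, overexpression and the HAEC experiments were not analysed here.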

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

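The tests of the SREBP and NRF2 lists and of the antisense genes were chosen after the results were seen.

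Genes annotated as antisense, a class of lncRNA that the paper sets aside, passed the paper's criteria in the limma comparison in 11 cases, 10 higher and 1 lower in palmitic acid. RP11-818F20.5 and RP11-442H21.2 had an adjusted p under 0.05 (limma with Benjamini-Hochberg adjustment, adjusted p = 0.0071 and 0.0129) with log2 fold changes of 1.11 and 1.47. Without control replicate 2 these adjusted p were 0.0601 and 0.0966, and with the replicate block all 11 genes had an adjusted p under 0.05 (limma, Benjamini-Hochberg). An antisense gene can receive reads of the gene on the other strand where libraries are not stranded, and the paper's text does not say whether these were. Across 1829 noncoding genes that overlap an exon of a protein-coding gene on the other strand, the log2 fold changes of both genes had a Spearman correlation of 0.444. Across 744 genes that overlap its body without an exon the correlation was 0.251, and across 546 neighbours within 5 kb without overlap it was 0.0841, within the range of shuffled pairs. These correlations are across genes, which are not independent replicates. Of the antisense genes past the criteria, 8 overlap an exon of an expressed protein-coding gene, and 7 of those changed in its direction. Reads of the overlapping gene may account for part of these 8 calls. RP11-818F20.5 is not among the 8, since it overlaps no exon of an expressed protein-coding gene on the other strand, and RP11-442H21.2 was not matched to GENCODE release 44, so its overlap was not tested. An overlap of RP11-818F20.5 with the body of such a gene alone is not ruled out. Pairs of that kind had the correlation of 0.251, so reads of another gene stay open for this call as well. Shared regulation of overlapping genes stays open and was not tested.

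Target genes of SREBP, the transcription factors of sterol and fatty acid synthesis, were not discussed in the paper and were higher in palmitic acid in 23 of 25 cases, with a median log2 fold change of 0.42. INSIG1, CYP51A1 and STARD4 had the lowest p, and INSIG1 rose by 1.01 on the log2 scale (limma with Benjamini-Hochberg adjustment, adjusted p = 5.9e-04). Of the list 6 genes had an adjusted p under 0.05 over all genes compared (limma, Benjamini-Hochberg), 21 with the replicate block and 21 when adjusted over the list alone, of which 2 were lower. The list had an adjusted p of 5.3e-20 by camera, 1.7e-04 by fry and 0.0029 by camera with an estimated correlation, each with Benjamini-Hochberg adjustment. Removal of the trend with GC content left it at 1.2e-25 in the fit with the replicate block, against 1.5e-26 with the block alone (camera, Benjamini-Hochberg). After thinning of all libraries to the smallest total the median was 0.42. No member is shared with the ATF4 or NF-κB lists. These values argue against GC content as the whole of the pattern. Thinning leaves the expected CPM of a gene as it was, so the median after it cannot test library size. An effect of palmitic acid on sterol synthesis may be put forward as a hypothesis, found and tested on the same data, while a difference between the BSA preparations of the conditions was not tested.

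NRF2 target genes were higher in palmitic acid in 14 of 17 cases, with a median log2 fold change of 0.34, and the paper discusses HMOX1 alone among them in the setting of oxidative stress. SLC7A11, GCLM and HMOX1 had the lowest p, and 5 members had an adjusted p under 0.05 over all genes, 12 with the replicate block, against 9 when adjusted over the list alone (limma, Benjamini-Hochberg). By camera the list had an adjusted p of 5.8e-13, by fry 0.0127 and with an estimated correlation 0.0404, each with Benjamini-Hochberg adjustment. With the GC content trend removed and the replicate block, camera with Benjamini-Hochberg adjustment gave an adjusted p of 2.0e-20, against 1.0e-20 with the block alone. After thinning to the smallest library the median was 0.34. Without the 1 member shared with the ATF4 and NF-κB lists, the median was 0.32 and the adjusted p was 7.3e-11 (camera, limma, Benjamini-Hochberg). These values argue against GC content and the shared member as the whole of the pattern. Library size stays untested, since thinning leaves the expected CPM of a gene as it was. A response of NRF2 to palmitic acid may be put forward as a hypothesis, found and tested on the same data, and the BSA preparations were again not tested.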

How the results depend on the processing

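The edgeR quasi-likelihood test, TMM factors, replicates 2 and 3 only, GC content and transcript length trends, thinning, totals without the 20 most abundant genes, FPKM, fry with the replicate block and log2(CPM + 1) for the principal components were chosen after the results were seen. Unless stated otherwise the cause of a change was not tested.

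Protein-coding genes past the criteria, 202 higher and 33 lower, were 249 and 72 with a pseudocount of 0.1, 286 and 71 by the DESeq2 Wald test, 294 and 68 by the edgeR exact test, 297 and 69 by the likelihood ratio test, 287 and 67 by the quasi-likelihood test, 332 and 92 by that test with the replicate block, and 215 and 54 with replicates 2 and 3 only. An adjusted p under 0.05 in place of the unadjusted p left 133 and 12, and a log2 fold change cut-off of 1 left 64 and 1, stricter criteria by construction. Across the 6 fits that each left out 1 library the counts ran from 197 to 269 higher and from 36 to 61 lower. The lower count rose by over 1.5 times without control replicate 2 (52) and without palmitic acid replicate 1 (61). The 202 higher genes all passed in the exact, likelihood ratio and quasi-likelihood tests as well, and 165 of them passed with FPKM in place of CPM. Of the 33 lower genes, 30, 30 and 29 passed in these tests, and 17 passed with FPKM. With the scalings tried on the log2(CPM + 1) scale, between 86.0% and 89.7% of the called protein-coding genes were higher, and no scaling moved the median of all genes by over 0.1.

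Intergenic lncRNAs past the criteria, 5 higher and 2 lower, depended most on low values. With a pseudocount of 0.1 they were 53 and 37, by the Wald test 47 and 28, by the exact test 64 and 44, by the likelihood ratio test 69 and 52, by the quasi-likelihood test 50 and 35, and with the replicate block in that test 64 and 41. Replicates 2 and 3 only gave 9 and 4, FPKM gave 14 and 8, totals without the 20 most abundant genes gave 10 higher, all lncRNA classes gave 16 higher, an adjusted p under 0.05 left 1 higher, and a log2 fold change cut-off of 1 left 0 and 0, against 106 at an unadjusted p under 0.05. With 1 library left out the counts ran from 5 to 13 higher, with 13 without palmitic acid replicate 1 and 9 without control replicate 3, and from 3 to 4 lower. The median CPM of the expressed intergenic lncRNAs is 0.367, where the pseudocount of 1 holds a log2 fold change near 0.

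Genes with an adjusted p under 0.05, 197 higher and 28 lower, were 888 and 756 with the replicate block. With the block and the GC content trend removed they were 1062 and 774, with the block and the length trend removed 1088 and 738, with the block after thinning 862 and 704, and by the quasi-likelihood test with the block 1004 and 528. The Wald test gave 423 and 122, the exact test 378 and 73, the likelihood ratio test 397 and 82, and replicates 2 and 3 only 343 and 82. Without a filter on low values, which adds genes to the adjustment, they were 104 and 6, and with FPKM 35 and 11. With 1 library left out they ran from 81 to 201 higher and from 6 to 34 lower. The fewest higher genes were found without control replicate 2, and the fewest lower genes without palmitic acid replicate 3.

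The adjusted p of CRNDE, 0.189, fell under 0.05 in several fits while the log2 fold change of 0.56 kept its direction in all of them. This held with the replicate block (0.56, adjusted p = 0.0126 in limma with Benjamini-Hochberg adjustment), in the Wald, exact and likelihood ratio tests (0.74, 0.75 and 0.75), in the quasi-likelihood test with the block (0.74), and with the block after removal of the GC trend (0.55), of the length trend (0.59) or after thinning (0.53). Over all these alternatives the adjusted p ran from 0.0048 to 0.518 (Benjamini-Hochberg, from limma, edgeR or DESeq2), the highest without palmitic acid replicate 2. The replicate block also brought the adjusted p of EIF2AK3 under 0.05 (0.0146, limma with Benjamini-Hochberg adjustment). Of the 8 genes the paper names for its RNA-seq or qPCR, 4 had an adjusted p under 0.05 without the block and 7 with it (limma, Benjamini-Hochberg). The block changed no call among the lists tested with camera.

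ATF6, at -0.02, had a log2 fold change near 0 whose sign turned. It was 0.0035 with DESeq2 size factors, 0.0011 in the Wald test, 0.0084 in the exact, likelihood ratio and quasi-likelihood tests, 0.011 in the quasi-likelihood test with the block and with TMM factors, 0.015 with replicates 2 and 3 only, 0.0058 with the GC trend removed and 0.0072 with the length trend removed, each with or without the block, and 0.077 with FPKM. With 1 library left out it ran from -0.067 to 0.0080. None of these had an adjusted p under 0.05 (limma, edgeR or DESeq2, Benjamini-Hochberg).

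Gene lists lower in palmitic acid numbered 3, and 0 with an estimated inter-gene correlation. The list of endothelial cell genes turned from lower to higher by fry (adjusted p = 0.933) and by fry with the replicate block (0.540), and in 2 of the 6 fits that left out 1 library (0.671 without control replicate 3, 0.776 without palmitic acid replicate 1), while over these 6 fits its adjusted p ran from 0.195 to 0.972. The lncRNAs named in the introduction turned with the GC trend removed and the block (adjusted p = 0.970) and in 2 of the 6 (0.797 without control replicate 1, 0.830 without palmitic acid replicate 3), with adjusted p from 0.682 to 0.888 over these 6 fits. Neither list had an adjusted p under 0.05 in any of these (limma's camera or fry, Benjamini-Hochberg). Lists that lost an adjusted p under 0.05 when 1 library was left out were the HIF-1 targets (0.111 without control replicate 2, 0.154 without palmitic acid replicate 1), TGF-β genes (0.114 without control replicate 1, 0.125 without palmitic acid replicate 3) and histone genes (0.120 without control replicate 1), with camera and Benjamini-Hochberg adjustment. The ATF6 target list gained one (0.0467, same test and adjustment) without control replicate 1. The chromosome with the most called genes was chromosome 1 with 25, by share of expressed genes chromosome 21 with 3.64%, and by adjusted p chromosome 12 with 25. The second principal component parted the conditions in all settings, with 20.9% to 30.5% of the variance. The shares of protein-coding, lncRNA and pseudogene entries and of intergenic entries among lncRNA stayed within 1.5 times the main value.

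In fits with all libraries 33 of 315 other values for single genes changed, 15 weaker, 5 stronger and 13 reversed, and 14 of 297 values for lists, 10 weaker, 1 stronger and 3 reversed. With 1 library left out, 23 of 90 values for genes changed, 20 weaker and 3 reversed, and 10 of 168 for lists, 5 weaker, 1 stronger and 4 reversed.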

Differences from the paper's values

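The paper reports 305 protein-coding transcripts upregulated, and 202 genes passed here. Among the alternatives set before the data were examined, the count was within 1.5 times the paper's with a pseudocount of 0.1 (249), DESeq2 size factors (220), upper-quartile factors (207), the DESeq2 Wald test (286), the edgeR exact test (294), the edgeR likelihood ratio test (297), the replicate block (212), the expression cut-off of the other class (207) and 5 of the 6 fits that left out 1 library. It was not without a filter (199), with filterByExpr (202), without palmitic acid replicate 3 (197), with an adjusted p (133) or with a log2 cut-off of 1 (64).

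The paper reports 70 protein-coding transcripts downregulated, and 33 genes passed here. The count came within 1.5 times the paper's with a pseudocount of 0.1 (72), the Wald test (71), the exact test (68), the likelihood ratio test (69), and without control replicate 1 (48), control replicate 2 (52) or palmitic acid replicate 1 (61). With the other alternatives set before the data were examined it did not, and these gave between 1 and 40.

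The paper reports 64 lncRNAs upregulated and 46 downregulated, and 5 and 2 intergenic lncRNAs passed here. The exact test gave 64 and 44, the likelihood ratio test 69 and 52 and a pseudocount of 0.1 gave 53 and 37, all within 1.5 times the paper's. The Wald test was within 1.5 times the paper's for the upregulated (47) and not for the downregulated (28). The other alternatives set before the data were examined gave between 0 and 16 upregulated and between 0 and 4 downregulated.

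CRNDE has a log2 fold change of about 0.73 in Fig. 3A, read by eye, of 0.75 in the authors' deposited table and of 0.56 here. The log2(CPM + 1) scale understates changes, and the tests on the recovered reads, without that pseudocount, gave 0.74 and 0.75. All these values come from the same libraries, so the standard error of 0.15 is only a yardstick for the difference between 0.73 and 0.56. The difference is beyond it. Held against the standard error of each fit, or that of the limma fit of all libraries where a test gives none, the difference was not beyond it with a pseudocount of 0.1 (0.69), DESeq2 size factors (0.58), the Wald test (0.74), the exact and likelihood ratio tests (0.75), and without control replicate 1 (0.58), control replicate 2 (0.60) or palmitic acid replicate 3 (0.65). With DESeq2 size factors and without control replicate 1 the value hardly moved, and the standard errors were 0.16 and 0.17. The difference stayed beyond it with no filter, filterByExpr and the replicate block (0.56 each), upper-quartile factors (0.57), and without control replicate 3 (0.51), palmitic acid replicate 1 (0.52) or palmitic acid replicate 2 (0.53).

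The edgeR quasi-likelihood test on the recovered reads, chosen after seeing the values, gave 287 and 67 protein-coding genes, 50 and 35 lncRNAs and a log2 fold change of 0.75 for CRNDE. The authors' deposited table, at fold changes above 1.5 or below 0.66, an unadjusted p under 0.05 and the paper's expression cut-offs, holds 305 and 68 protein-coding genes and 69 and 51 intergenic lncRNAs. Of the 235 protein-coding genes called here, 232 pass those criteria in the authors' deposited table. Shares of biotypes over all genes listed in the table, with or without reads, an alternative chosen after seeing the values, were 35.5% protein-coding, 27.4% lncRNA and 53.6% intergenic among lncRNA, which are the paper's values.

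The paper calls CRNDE significantly induced, and here it was under the 0.59 cut-off, passing it with a pseudocount of 0.1, in the Wald, exact, likelihood ratio and quasi-likelihood tests, with totals without the 20 most abundant genes, with FPKM, and without control replicate 2 or palmitic acid replicate 3, of which the quasi-likelihood test, FPKM and the changed totals were chosen after seeing the values. The paper finds the highest number of lncRNAs that changed on chromosome 1, where 0 of the 6 called here with a known position lie (7 were called), and 12 of 84 with a pseudocount of 0.1 (90 called), the highest number in that setting. The paper gives lncRNAs the range of expression of mRNAs, and here the average FPKM of called lncRNAs had quartiles of 1.29 and 2.27, or 0.145 and 0.920 with a pseudocount of 0.1, against 3.45 and 30.7 for called protein-coding genes, with lowest values of 0.600, 0 and 0.130, so that the ranges overlap. The paper reports Wnt terms among reduced genes, and 7 of 13 Wnt receptor genes were lower here, without an adjusted p under 0.05 for the list (camera with Benjamini-Hochberg adjustment, adjusted p = 0.284), which does not exclude a fall. The paper used GO sets and a cut-off for the false discovery rate that is looser than 0.05, so the genes and the threshold differ. The paper has the groups cluster by treatment, and here the first component, with 42.9% of the variance, parted replicate 1 from the others and the second parted the treatments.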

Other observations

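Tests of replicate 1 and of the branches of the ER stress response were chosen after the results were seen.

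Of the 10 splits of the 6 libraries into 3 and 3, 1 gave as many genes with an adjusted p under 0.05 as the real one, the real one itself with 225, and the other splits gave 0. For protein-coding genes past the paper's criteria 2 of the 10 splits gave 235 or more, for intergenic lncRNAs 4 gave 7 or more, and for gene lists 1 gave 13. A split of control replicates 1 and 2 with palmitic acid replicate 1 gave 298 protein-coding genes, and it keeps both libraries of replicate 1 together. Compared with the 3 other splits that part all same-number pairs, the real split gave 235 protein-coding genes against 1, 2 and 3, and 13 of the 17 gene lists written from general knowledge against 3, 7 and 10 (camera, Benjamini-Hochberg). Over all other splits 1 to 10 of these lists were called by camera with an inter-gene correlation of 0.01. Every other split mixes the conditions unequally, so part of the treatment difference stays between its sides and part adds to the spread. The counts of genes and lists in these splits therefore do not show what would be called without a treatment difference. With the replicate block the real split gave 212 higher and 40 lower. A share under 0.1 cannot be reached with 3 libraries against 3, so the shares of splits are given as counts only.

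Gene length, GC content and library size were weighed as sources of the changes between control and palmitic acid. Of the 225 genes with an adjusted p under 0.05 (limma, Benjamini-Hochberg), 98.2% kept it with the GC content trend removed, 95.1% with the transcript length trend removed and 93.3% after thinning to the smallest library. With the 20 most abundant genes left out of the totals 96% kept it. GC content was known for 98.7% of these genes. These values argue against GC content, transcript length and the 20 most abundant genes as the whole source of the calls. Thinning leaves the expected CPM of a gene as it was, so the share kept after it cannot exclude library size. The log2 fold changes of all genes compared had a Spearman correlation with GC content of 0.101 across genes.

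Replicate 1 differed from replicates 2 and 3 in both conditions, with 838 genes at an adjusted p under 0.05 between these libraries (limma, Benjamini-Hochberg), 236 higher and 602 lower in replicate 1. MMP1 differed most, with a CPM of 2060 and 2969 in replicate 1 of control and palmitic acid and of 11.7 to 33.9 in the other libraries. Cells of the stroma in the cultures would raise stromal marker genes together, and the median log2 difference of those expressed was -0.012. The 11 marker genes went both ways, 5 of them higher in replicate 1, with COL1A2 at a mean CPM of 16.4 in replicate 1 and 19.5 in the others, TAGLN at 5.97 and 5.77 and COL3A1 at 1.22 and 0.81, and 8 of the 11 had enough reads to be compared. This leaves a part of stromal cells open. With the GC content trend removed, the first component still parted replicate 1 and held 58.7% of the variance against 61.7% with it, and 517 of the 838 genes kept an adjusted p under 0.05 (limma, Benjamini-Hochberg). These values argue against GC content as the whole source. The 2 libraries of replicate 1 deviated together from the means of their conditions, with a correlation of 0.717 across genes. A lot of cells or a culture shared by both is therefore a candidate explanation. Their correlations with the other libraries ran from -0.655 to -0.336. Deviations from a condition mean cancel within the condition, so these negative values are not separate evidence. Number 2 is less distinct, since control replicate 2 had the same correlation of 0.353 with palmitic acid replicates 2 and 3. The labels do not name the lot of a library.

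Targets of PERK and ATF4 exceeded targets of ATF6 by 1.06 in median log2 fold change, with no gene in both lists. Tested against each other, the lists differed by camera across genes (p = 1.8e-13, and 3.5e-12 with the replicate block), and the difference of their means was larger in every palmitic acid library than in every control library (exact permutation test, two-sided, p = 0.1, the smallest that 3 libraries against 3 allow). This is consistent with a stronger change of the ATF4 branch than of the ATF6 branch at 8 h, a hypothesis noticed and tested on the same data. ATF4 also responds to other stresses than that of the ER, which the lists do not separate.

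Lists on which the paper makes no claim from its sequencing data were also compared. Proliferation genes were lower in 18 of 26 cases with a median log2 fold change of -0.09 (camera with Benjamini-Hochberg adjustment, adjusted p = 6.3e-04), which did not hold by fry (0.183) or with an estimated correlation (0.331), and fry with the replicate block gave 0.0085. Interferon-stimulated genes had a median of -0.02 and an adjusted p of 0.428, endothelial cell genes a median of -0.05 and 0.746, and the lncRNAs named in the introduction a median of -0.06 and 0.843 (camera with Benjamini-Hochberg adjustment). VEGFA had a CPM of 9.27 ± 0.73 (SD, n = 3) in control and 17.7 ± 2.1 (SD, n = 3) in palmitic acid, a log2 fold change of 0.86 (standard error 0.12, limma with Benjamini-Hochberg adjustment, adjusted p = 0.0113), and its adjusted p was over 0.05 without control replicate 2, control replicate 3 or palmitic acid replicate 2, with a highest value of 0.0799 (limma, Benjamini-Hochberg), and with FPKM in place of CPM it was 0.298 (log2 fold change 0.63, limma, Benjamini-Hochberg).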
